# A Resource for Discovering Specific and Universal Biomarkers for Distributed Stem Cells

**DOI:** 10.1371/journal.pone.0022077

**Published:** 2011-07-19

**Authors:** Minsoo Noh, Janet L. Smith, Yang Hoon Huh, James L. Sherley

## Abstract

Specific and universal biomarkers for distributed stem cells (**DSCs**) have been elusive. A major barrier to discovery of such ideal DSC biomarkers is difficulty in obtaining DSCs in sufficient quantity and purity. To solve this problem, we used cell lines genetically engineered for conditional asymmetric self-renewal, the defining DSC property. In gene microarray analyses, we identified 85 genes whose expression is tightly asymmetric self-renewal associated (**ASRA**). The ASRA gene signature prescribed DSCs to undergo asymmetric self-renewal to a greater extent than committed progenitor cells, embryonic stem cells, or induced pluripotent stem cells. This delineation has several significant implications. These include: 1) providing experimental evidence that DSCs *in vivo* undergo asymmetric self-renewal as individual cells; 2) providing an explanation why earlier attempts to define a common gene expression signature for DSCs were unsuccessful; and 3) predicting that some ASRA proteins may be ideal biomarkers for DSCs. Indeed, two ASRA proteins, CXCR6 and BTG2, and two other related self-renewal pattern associated (**SRPA**) proteins identified in this gene resource, LGR5 and H2A.Z, display unique asymmetric patterns of expression that have a high potential for universal and specific DSC identification.

## Introduction

A long-standing challenge in mammalian stem cell biology is discovery of specific biomarkers for non-embryonic stem cells [1]–[3]. Non-embryonic stem cells include the diverse stem cells that emerge in fetal or post-natal development to sustain both somatic and germinal tissues. Of the many names used for non-embryonic stem cells, including, but not limited to, adult stem cells, tissue-specific stem cells, germline stem cells, and somatic stem cells, none give a comprehensive exact description. We recently introduced the name “distributed stem cells (**DSCs**)” for this purpose [4]. “Distributed” embodies the common aspect of all non-embryonic stem cell types to retain a limited, specific distribution of the pluripotent developmental potential of embryonic epiblasts.

The ability to identify and quantify DSCs directly would revolutionize tissue cell research and cell-based medicine. This achievement requires DSC biomarkers of superior specificity. Until recently, only a handful of proteins had been described that were even preferentially expressed in DSCs. However, most of these “stem cell markers” are low-specificity DSC biomarkers, because they are also significantly expressed by more abundant lineage-committed progenitor cells produced by DSCs [1], [2], [5]. This generally poor success in discovering biomarkers that are expressed only in DSCs led to the approach of DSC identification by the *absence* of lineage-specific proteins expressed by cells committed to differentiation [1]. However, because of its technically challenging serial cell sort analyses and inherently poor specificity, this lineage-negative biomarker approach does not provide an effective means for DSC quantification.

The first example of a potentially exclusive DSC biomarker is the product of the *Lgr5 gene*, a member of the leucine-rich-repeat containing G-protein-coupled receptor gene family. Fluorescent reporter protein genes knocked-in to the mouse *Lgr5* locus identified cells with stem cell character in intestinal crypts, colonic pits, and hair follicles [6]–[9]. Antibodies against the human Lgr5 protein also identify a rare population of cells in the stem cell niche regions of human intestinal crypts and colonic pits [10]. A related gene family member, *Lgr6*, has a similar phenotype in mouse knock-in studies [11]. Whether Lgr5 and Lgr6 will prove to be universal biomarkers for DSC depends on their evaluations in DSCs in other tissues [12]. Recent reports also highlight uncertainties regarding their identification of DSCs *versus* more numerous committed progenitor cells in intestinal crypts [13].

Several properties of DSCs contribute to their past poor history of exclusive biomarker discovery. Foremost, they constitute a rare fraction of tissue cells. In many tissues, their fraction is estimated to be less than 1 in several thousand and in some as low as 1 in 100,000 [14]. Their defining characteristic, asymmetric self-renewal, is a major barrier to their detection, isolation, and expansion [3], [15]. DSCs simultaneously produce non-stem differentiating progeny cells while self-renewing without loss of stem cell capacity. Because of asymmetric self-renewal, in culture, cell populations initially enriched for DSCs rapidly decline in DSC fraction because of the cells' own asymmetric production of differentiating cells [15]–[18]. Thus, DSCs are highly refractory to production in the quantity and purity needed for effective biomarker discovery.

Herein, we report a new general approach for discovery of specific and universal DSC biomarkers. The approach is grounded in the precept that the defining function of DSCs, asymmetric self-renewal, is a high-fidelity DSC-specific property [3], [19]. It follows that some biomarkers specific to asymmetric self-renewal will also be specific to DSCs *per se*. This approach is feasible because of the availability of genetically engineered cell lines that recapitulate asymmetric self-renewal division under experimental control [17], [20], [21]. We report the use of these model cell lines to identify genes whose mRNA expression level differs significantly between symmetrically self-renewing cells and asymmetrically self-renewing cells. Whether up-regulated or down-regulated during asymmetric self-renewal with respect to symmetric self-renewal, the 85 genes so identified are called “asymmetric self-renewal associated” (**ASRA**) genes. Our findings show that ASRA genes are a unique set of genes for detection of DSC asymmetric self-renewal and a new resource for discovery of specific and universal DSC biomarkers.

## Results

### Discovery of an ASRA gene subset

Previously, we established the use of genetically engineered cell lines to define molecular pathways responsible for asymmetric self-renewal [17], [20], [21], [22]–[26]. The self-renewal pattern of the cell lines (asymmetric *versus* symmetric) is under investigator control. Both temperature-controlled [22]–[24] and Zn-controlled models [17], [20], [21], [25], [26] have been described with similar conditional asymmetric self-renewal properties.

The Zn-controlled engineered cells were used for these studies [26]. These lines are p53-null murine fetal fibroblasts engineered to conditionally express normal levels of the wild-type murine p53 protein from a p53 cDNA controlled with a modified human metallothionein promoter [17], [25], [26]. In maintenance culture medium (*i.e.*, Zn-free), the conditional p53 minigene is off, and the cells undergo symmetric self-renewal. In ZnCl_2_-supplemented medium, normal levels of wild-type p53 protein are produced, and the cells switch to asymmetric self-renewal (Fig. 1, ASYM). During asymmetric self-renewal, a subpopulation of cells divides continuously (*i.e.*, DSC-like cells), but produces a G1/S-arrested daughter cell every ∼24-hour division cycle (Fig. 1, closed circle). Control p53-null cell lines, co-derived by stable transfection of the human metallothionein promoter vector without a p53 cDNA insert, retain symmetric self-renewal in ZnCl_2_-supplemented medium (Fig. 1, SYM) [17], [21], [25], [26].

**Figure 1:**
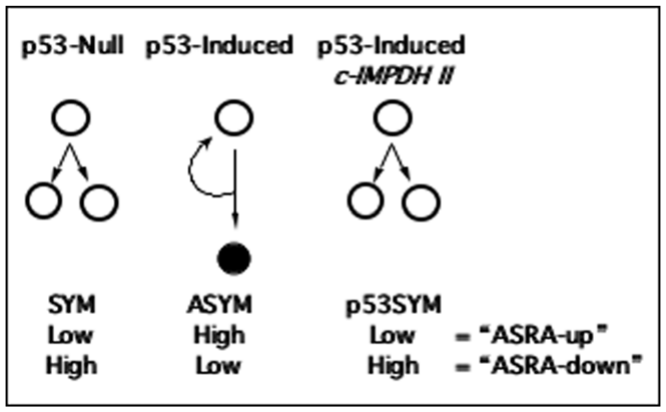
Genetically engineered p53-inducible cell line strategy for discovery of asymmetric self-renewal associated (ASRA) genes. All cell lines are maintained in ZnCl_2_-supplemented medium. Vector control, **p53-Null** cells exhibit symmetric self-renewal (**SYM**) under this condition. The SYM state is characterized by continuous cell divisions that produce two equivalent cycling cells (**open circles**). P53-inducible cells exhibit asymmetric self-renewal (**ASYM**) in response to **p53** expression **induced** by ZnCl_2_-supplementation. The ASYM state is characterized by continuous cell divisions that produce one cycling cell and one G1/S-arrested cell (**closed circle**; **curved arrow** indicates continuous asymmetric divisions by cycling stem-like cells). **c-IMPDH II**-expressing cells induce p53 as well, but maintain symmetric self-renewal (**p53SYM**). **“ASRA-up”** genes are defined as those that were undetectable or produced at **low** levels in both SYM and p53SYM states, but showed **high** levels of expression in the ASYM state. Genes with the reciprocal expression pattern are called **“ASRA-down”** genes.

Alone, the p53-inducible cell lines were not ideal for discovery of genes whose expression varied specifically with changes in self-renewal pattern, because p53 is also an activator of many cellular systems in addition to those associated with asymmetric self-renewal. We devised a filter to discriminate ASRA genes based on our earlier discovery of a p53-dependent pathway that regulates self-renewal pattern in the engineered cell lines. The p53-dependent down-regulation of the type II inosine-5′-monophosphate dehydrogenase (IMPDH II; EC 1.2.1.14) is required for asymmetric self-renewal by the engineered cell lines [21]–[23], [25] and DSCs [15], [18], [27]–[29]. IMPDH II is the rate-limiting enzyme for cellular guanine ribonucleotide biosynthesis. Previously, we established congenic derivatives of the Zn-controlled p53-inducible cell lines that constitutively expressed an IMPDH II transgenic cDNA (“**c-IMPDH II**”) [25]. The c-IMPDH II lines retain Zn-inducible p53 expression, but they no longer shift from symmetric self-renewal to asymmetric self-renewal (Fig. 1, **p53SYM**) [21]. P53-responsive genes like *p21waf1*, *bax*, and *mdm2* still show induced expression in the c-IMPDH II lines, but the cells maintain symmetric self-renewal [21], [25]. Control cells co-derived with the expression vector without the IMPDH II cDNA insert retain the Zn-inducible shift from symmetric self-renewal to asymmetric self-renewal [25].

Fig. 1 illustrates the complete experimental system employed for ASRA gene discovery based on congenic p53-null (SYM), p53-inducible (ASYM), and c-IMPDH II (p53SYM) cell lines all grown in Zn-supplemented medium for 48 hours (*i.e.*, 2 cell generations; see *Materials and Methods*). 

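The arrays compare 3 cloned lines, each grown for 48 h in medium with 65 µM ZnCl2. Ind-8 cells (ASYM) are p53-null fibroblasts with a p53 cDNA under a metallothionein promoter that zinc activates. Con-3 cells (SYM) carry the vector without that cDNA. The paper calls Con-3 a vector control line, whereas the sample labels call it the congenic parent of Ind-8. tI-3 cells (p53SYM) are derived from Ind-8 and also express an IMPDH II cDNA constitutively. All media held puromycin at 5 µg/ml. The tI-3 medium also held G418, at 1 mg/ml in the paper and at 1 µg/ml in the sample labels, so this drug differs between the p53SYM cultures and the others. RNA of independent preparations was hybridized to 1 Affymetrix mouse array each, with 3 arrays for ASYM, 3 for SYM and 2 for p53SYM. Each state is represented by 1 cloned line, so a difference between states is also a difference between lines.

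The authors summarized the probes by RMA, with probe sets redefined by RefSeq transcript, and deposited log2 values. The deposited table holds 22587 probe sets. The 64 Affymetrix control probe sets were set aside, which left 22523. Among these, 7328 probe sets share all 8 values, to 6 decimals, with at least 1 other probe set, and 18172 value profiles are distinct. Median log2 values ran from 6.12 to 6.19 over the 8 arrays. The first quartile was 4.38 on SYM replicate 3 and 4.39 and 4.43 on the p53SYM arrays, against 4.19 to 4.27 on the others. The third quartile was 8.26 on SYM replicate 3 and 8.17 and 8.12 on the p53SYM arrays, against 8.29 to 8.33. The spread of values thus differed between these arrays and the others, which include all ASYM arrays. Across probe sets, which are not independent replicates, Pearson's r was 0.994 to 0.996 for the 7 pairs of arrays of one state and 0.978 to 0.988 for the 21 pairs of arrays of different states. The 14 hybridization-control probe sets averaged 9.04, 8.98 and 9.03 on the ASYM arrays and 9.05 and 9.16 on the SYM replicates 1 and 2. They averaged 9.62 on SYM replicate 3 and 9.43 and 9.71 on the p53SYM arrays.

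Up-regulated and down-regulated probe sets were called with the rank product test that the paper names, re-implemented, at a percent false positive (pfp) under 0.05 with 100 permutations. The test ranks all probe sets by the difference between each array of one state and each array of the other. This gives 9 rankings for ASYM against SYM and 6 for a comparison with the p53SYM state. Log2 fold changes, standard errors and adjusted p-values come from limma, fitted to all 8 arrays, with Benjamini-Hochberg adjustment over the 22523 probe sets. The number of arrays limits the precision of every comparison, most of all where the 2 p53SYM arrays enter. With a p53SYM array left out, that state has 1 array and limma takes the spread from the other states, so a call lost in this way reflects the lost replicate and does not by itself show that a result is unstable. Choices that could change the numbers include the test, the null distribution of the rank product, the pfp threshold and the arrays included. The treatment of probe sets with the same values is a further choice.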

Based on this design, ASRA genes were defined as those whose expression was up-regulated or down-regulated in the ASYM state with respect to the SYM and p53SYM states, which were required to have similar expression levels. When a gene's expression is different in the ASYM state compared to the SYM, the change could be due to induced p53 expression *per se*, the acquisition of the ASYM state, down-regulation of IMPDH II, or any combination of these three known effects. A p53-responsive gene that does not require asymmetric self-renewal for its change will show a similar expression change in the p53SYM state. The same is true for IMPDH II-responsive genes that do not require the asymmetric self-renewal state. This is because IMPDH II expression in the p53SYM state is also elevated with respect to the SYM state [25]. In contrast, ASRA genes show lesser or no change in the p53SYM state (*i.e.*, their expression level will be similar in SYM and p53SYM states), because, in principle, their change also requires acquisition of the state of asymmetric self-renewal.

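The 85 probe sets that Table S1 lists as ASRA genes, 78 up-regulated and 7 down-regulated in the ASYM state, were compared between the p53SYM and SYM states. By limma with Benjamini-Hochberg adjustment over all probe sets, 35 of the 85 differed between these states at an adjusted p under 0.05. Adjusted over the list alone, 36 differed, which is not independent evidence because the study chose the list on these arrays. Of the 78 up-regulated probe sets, 18 were higher in p53SYM than in SYM cultures and 13 were lower. Of the 7 down-regulated ones, 2 were lower and 2 were higher. Leaving out p53SYM replicate 2 lowered the number that differed to 20. It was also 20 with the level of the hybridization controls as a block in the fit, an alternative chosen after seeing the data. With this block the p53SYM arrays are compared with SYM replicate 3 alone, and the ASYM arrays with SYM replicates 1 and 2. A call lost with the block can therefore reflect the lost replicates and does not by itself show an effect of the level. The rank product test called 9 of the 78 up-regulated in p53SYM with respect to SYM and 2 down-regulated.

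The size of the change was also compared. Over the 78 up-regulated probe sets, the median log2 change from SYM to p53SYM was −0.05, and the median share of the ASYM change that was also present in the p53SYM state was −3.87%, with an interquartile range from −33.0% to 20.7%. The median log2 change became 0.04 with the hybridization-control block, −0.20 without p53SYM replicate 1 and −0.13 without SYM replicate 3. In 35 of the 78, the p53SYM mean lay between the SYM and ASYM means, and in 43 it lay below the SYM mean. All ASYM arrays lay on one side of all SYM and p53SYM arrays for 83 of the 85 probe sets; among orderings of 8 arrays drawn at random, 2 of 56 do so. This share does not test the pattern, because the probe sets were chosen for it on these arrays. The paper reasons that a change which needs only p53 or only altered IMPDH II expression will also appear in the p53SYM state, and on this ground it takes genes that change in the ASYM state with respect to both other states as associated with asymmetric self-renewal.

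**Figure D1:**
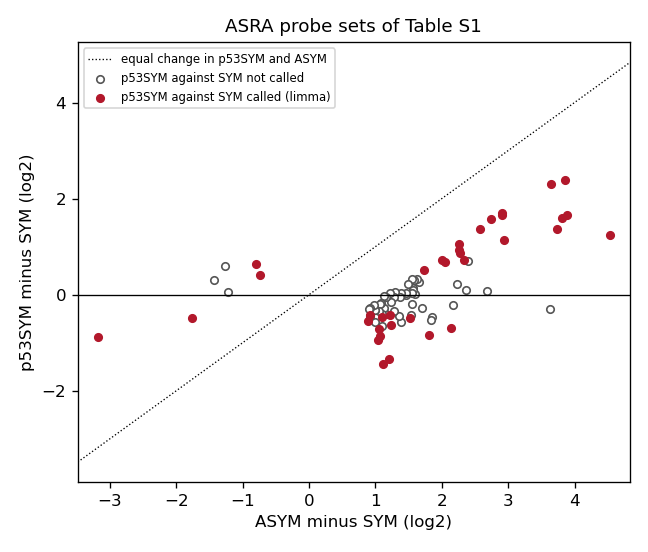
Log2 fold change from SYM to ASYM (x axis) and from SYM to p53SYM (y axis) of the 85 ASRA probe sets of Table S1, 1 point each; the dotted line marks equal changes and filled points are the 35 that limma calls different between p53SYM and SYM. The points spread to both sides of 0 on the y axis, 35 of the 78 up-regulated ones above it and 43 below.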

Operationally, first we identified genes whose expression was either significantly up-regulated or significantly down-regulated in the ASYM state with respect to either the SYM state (A comparison) or the p53SYM state (B comparison) (Fig. 2; see *Materials and Methods*). 

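In the A comparison, 501 probe sets were up-regulated and 321 down-regulated at a pfp under 0.05. In the B comparison, 365 were up-regulated and 100 down-regulated. The choice of test and of its null distribution raised these counts most. With limma at an adjusted p under 0.05 (Benjamini-Hochberg), 2464 probe sets were up-regulated and 2478 down-regulated in the A comparison, and 3509 and 3500 in the B comparison. With a rank product null that permutes each ranking independently, in place of the probe sets within each array, the counts were 2488 and 2199 in the A comparison and 1838 and 1406 in the B comparison. The rankings of a comparison share arrays, which this null leaves out, so it is too narrow and calls more probe sets. At its threshold limma called 495 of the 501, 318 of the 321, 362 of the 365 and all 100 probe sets of the rank product test. Table S1 lists 403 probe sets as up-regulated and 277 as down-regulated in the A comparison, of which 403 and 274 were called. It lists 277 and 68 in the B comparison, and all of these were called.

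Leaving out 1 array of a comparison lowered its counts. Without ASYM replicates 1, 2 and 3 in turn, the A comparison called 175, 154 and 159 probe sets up-regulated and 243, 199 and 198 down-regulated. Without SYM replicates 1, 2 and 3, it called 356, 309 and 329 up-regulated and 95, 72 and 97 down-regulated. The B comparison called 104, 100 and 87 up-regulated and 74, 65 and 57 down-regulated without the respective ASYM replicates. Without p53SYM replicates 1 and 2, it called 178 and 160 up-regulated, and 3 and 1 down-regulated, with a single p53SYM array in 3 rankings.

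Among the called probe sets, the largest fall in the A comparison was that of Ndn, with a mean log2 value of 3.86 in ASYM and 9.53 in SYM cultures. Its log2 fold change was −5.66 (standard error 0.078, adjusted p = 5.4e-11 from limma with Benjamini-Hochberg adjustment), and its p53SYM mean was 3.65. The lower values of Ndn lie at the dim end of the array, as does the SYM mean of Prkd1, so their changes are lower bounds. Prkd1 rose by 4.34 on the log2 scale (standard error 0.101, adjusted p = 6.5e-09 from limma), with a change of 0.84 in the B comparison. In the B comparison the largest rise was that of Actg2, by 4.95 (standard error 0.274, adjusted p = 4.4e-06 from limma). The largest fall there was that of Tmem176b, with a log2 fold change of −4.87 (standard error 0.154, adjusted p = 9.9e-08 from limma).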

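The probe sets called up-regulated in both the A and the B comparison numbered 93, against 8.12 if the calls of the 2 comparisons were independent. Those down-regulated in both numbered 9, against 1.43. Both comparisons use the same ASYM arrays, so groups of 3, 3 and 2 arrays were also simulated without any difference between them. In 20 such simulations, the probe sets called in both comparisons in the same direction numbered at most 7, with a median of 4. These simulations make few calls. As a share of the B calls, the overlap was 21.4% over the simulations together and 21.9% in the real data, so a contribution of the shared arrays stays open. All 78 up-regulated and all 7 down-regulated ASRA probe sets of Table S1 were among the calls. All were also called with another random seed and with 1 probe set per gene. With probe sets above the 25th percentile, 57 of the 78 and 6 of the 7 were called. With arrays quantile-normalized again, 70 of the 78 and all 7 were called. Of the 15 further up-regulated calls, 11 carry the same 8 values as an ASRA probe set of Table S1, as do both of the 2 further down-regulated calls. The other 4 were a pair of probe sets of Nacc2 and those of Slc19a2 and Fam43a, which are named here after their values were seen. None of these 4 was called with another random seed, an alternative also chosen after seeing the data. With 1 probe set per gene 3 of the 4 were called, and with arrays quantile-normalized again 0 were.

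Without ASYM replicates 1, 2 and 3 in turn, 26, 21 and 20 probe sets were up-regulated in both comparisons and 7, 7 and 5 down-regulated. Without SYM replicates 1, 2 and 3, the numbers were 75, 69 and 72 up-regulated and 5, 6 and 6 down-regulated. Without p53SYM replicates 1 and 2, 53 and 40 were up-regulated, and in each case 0 were down-regulated. The limma fit, at an adjusted p under 0.05 (Benjamini-Hochberg), called 83 of the 85 ASRA probe sets of Table S1 in both comparisons, and 77 to 83 of them with each array left out in turn. With the block for the hybridization controls it called 53 in both, while all 85 kept their direction in the B comparison.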

The intersection set, ASYM *v.* SYM∩ASYM *v.* p53SYM, for respective up-regulated and down-regulated genes yielded 85 genes that met the ASRA criteria (Fig. 2; Table S1).

**Figure 2:**
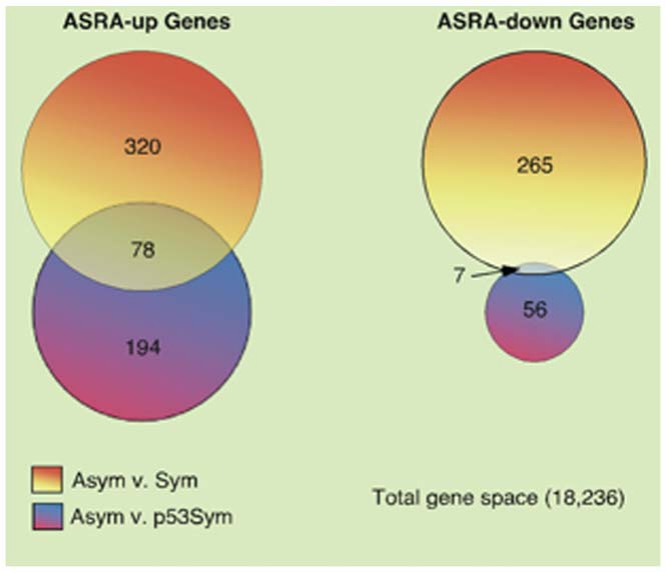
Bioinformatics strategy for discovery of the 85 gene ASRA signature. ASRA genes (**“ASRA-up”** and **“ASRA-down”**) are the respective unions of two intersection sets. The ASRA-up intersection was defined as genes that were up-regulated in the ASYM state with respect to the SYM state *AND* up-regulated in the ASYM state with respect to the p53SYM state. The ASRA-down intersection was defined as genes that were down-regulated in the ASYM state with respect to the SYM state *AND* down-regulated in the ASYM state with respect to the p53SYM state (See also self-renewal pattern definitions in Fig. 1).

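Mean log2 values of the 78 up-regulated ASRA probe sets in ASYM cultures ran from 5.32 to 12.51, with a median of 8.11. The medians over the same probe sets were 6.35 in SYM and 6.60 in p53SYM cultures. Their log2 changes from SYM to ASYM ran from 0.89 to 4.54, with a median of 1.53, which corresponds to 1.85-fold to 23.2-fold. From p53SYM to ASYM they ran from 1.16 to 3.92, with a median of 1.47.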

Fig. 3 provides a quantitative comparison of up-regulated and down-regulated ASRA genes ranked by their average microarray signal intensity for the ASYM state. 

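The 7 ASRA probe sets that were lower in ASYM cultures had log2 fold changes from −3.19 to −0.74 with respect to SYM and from −2.30 to −1.14 with respect to p53SYM cultures. Tfpi fell most, from 7.99 ± 0.19 (SD, n = 3) in SYM to 4.81 ± 0.05 (SD, n = 3) in ASYM cultures, with 7.11 ± 0.052 (SD, n = 2) in p53SYM cultures. Its change in the A comparison had a standard error of 0.105 (adjusted p = 7.6e-08 from limma with Benjamini-Hochberg adjustment). Adh7 changed by −1.76 in the A comparison and by −1.27 in the B comparison, and both Tfpi and Adh7 were also lower in p53SYM than in SYM cultures, by −0.88 (adjusted p = 0.00054, limma) and −0.49 (adjusted p = 0.0088, limma). The difference in Adh7 lost its call without p53SYM replicate 1 (adjusted p = 0.0515, limma) or replicate 2 (adjusted p = 0.0518, limma). Lmnb1 and Slc35a4 were higher in p53SYM than in SYM cultures, by 0.64 (adjusted p = 0.0043, limma) and 0.41 (adjusted p = 0.012, limma), and the call of Slc35a4 was lost without p53SYM replicate 2 (adjusted p = 0.086, limma). None of the differences of Adh7 (adjusted p = 0.079, limma), Lmnb1 (adjusted p = 0.0514, limma) and Slc35a4 (adjusted p = 0.0895, limma) was called with the hybridization-control block. For Tmem20, Cd14 and Tfrc the difference between p53SYM and SYM cultures was not past the threshold, with log2 changes of 0.31, 0.59 and 0.05. Cd14 passed it with arrays quantile-normalized again (adjusted p = 0.0376, limma), without ASYM replicate 3 (adjusted p = 0.0189, limma) and on the 2 compared groups only (adjusted p = 0.0258, limma). Tmem20 passed it with arrays quantile-normalized again (adjusted p = 0.0314, limma).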

Only 7 ASRA genes were down-regulated (Table S1, “ASRA down” genes) in asymmetrically self-renewing cells. 

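Trp53inp1, Cdkn1a, Ccng1 and Mdm2, which are known targets of p53, were each higher on every ASYM array than on every SYM array. Cdkn1a had a mean log2 value of 9.66 ± 0.066 (SD, n = 3) in ASYM and 5.86 ± 0.16 (SD, n = 3) in SYM cultures, a log2 fold change of 3.81 (standard error 0.106, adjusted p = 1.9e-08 from limma with Benjamini-Hochberg adjustment). Trp53inp1 averaged 8.02 ± 0.68 (SD, n = 3) and 4.37 ± 0.22 (SD, n = 3), a change of 3.65 (standard error 0.274, adjusted p = 2.5e-05, limma). Ccng1 averaged 12.09 ± 0.31 (SD, n = 3) and 9.19 ± 0.041 (SD, n = 3), a change of 2.91 (standard error 0.14, adjusted p = 1.1e-06, limma). Mdm2 averaged 10.90 ± 0.26 (SD, n = 3) and 8.90 ± 0.12 (SD, n = 3), a change of 2.00 (standard error 0.13, adjusted p = 1.1e-05, limma), or 4.01-fold. Among the 78 up-regulated ASRA probe sets, these changes ranked 4 for Cdkn1a, 6 for Trp53inp1, 10 for Ccng1 and 24 for Mdm2.

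**Figure D2:**
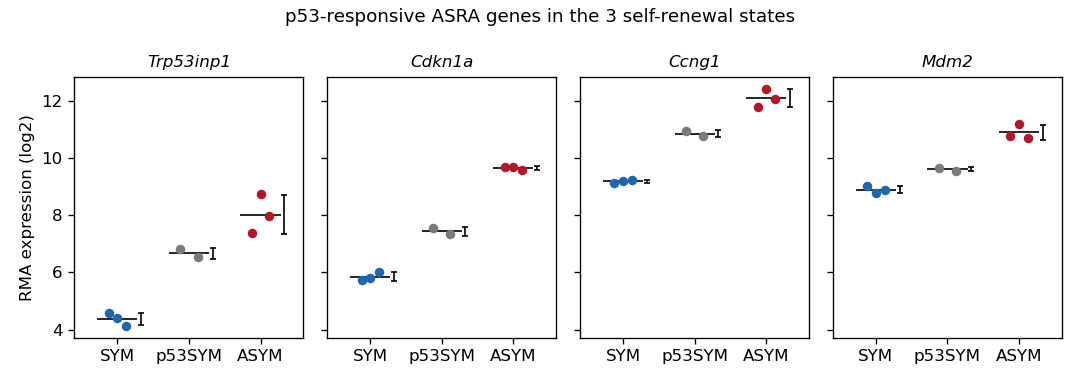
Log2 expression of Trp53inp1, Cdkn1a, Ccng1 and Mdm2 (y axis) in ASYM, SYM and p53SYM cultures (x axis), 1 panel per gene; points are single arrays, horizontal lines are means and bars are standard deviations. For each gene the p53SYM arrays lie between the SYM and ASYM arrays.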

Among the up-regulated ASRA genes (Table S1, “ASRA up” genes) showing the highest degree of induction (4-fold to 23-fold) are previously described p53-responsive genes (*e.g.*, *Trp53inp1*, *Cdkn1a*, *Ccng1*, *Mdm2*). Twenty up-regulated ASRA genes were scored as “absent” in at least one of the two SYM states (see Table S1). 

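In Table S1, 11 of the 78 up-regulated ASRA probe sets are scored absent on all SYM arrays, 13 on all p53SYM arrays and 4 in both states. The detection calls are the paper's and were not made again here. Over the 20 probe sets absent in at least 1 state, median log2 values were 7.13 in ASYM, 4.61 in SYM and 4.86 in p53SYM cultures. Over the other 58 they were 8.60, 7.13 and 7.06. The lowest 25% of all probe sets had mean values under 4.30, and the SYM and p53SYM medians of the 20 lie not far above this. Members such as Cdkn1a and Sulf2 lie well above it in both states. Their median log2 change in the A comparison was 1.95, against 1.38 for the other 58.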

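For ASRA probe sets scored absent in the SYM state in Table S1, mean log2 values were as follows (SD; n = 3 for ASYM and SYM and n = 2 for p53SYM). Several of the SYM means lie at the dim end of the array, and changes from them are lower bounds. For Khdrbs3, 2410016O06Rik and Foxs1, p53SYM and SYM cultures were not different by limma with Benjamini-Hochberg adjustment. Khdrbs3 averaged 7.40 ± 0.43 in ASYM, 3.76 ± 0.087 in SYM and 3.48 ± 0.0096 in p53SYM cultures. 2410016O06Rik averaged 7.81 ± 0.15, 5.13 ± 0.080 and 5.21 ± 0.011. The values of Foxs1 were 7.06 ± 0.32, 5.49 ± 0.18 and 5.58 ± 0.29. The adjusted p of p53SYM against SYM was 0.32 for Khdrbs3, 0.66 for 2410016O06Rik and 0.77 for Foxs1. The small changes reversed sign for 2410016O06Rik and Foxs1 when the arrays were quantile-normalized again, and for Foxs1 without p53SYM replicate 1.

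A further 7 were higher in p53SYM than in SYM cultures, though below their ASYM level. 4833427G06Rik, with the largest rise of all probe sets called up-regulated in the A comparison, averaged 8.10 ± 0.32 in ASYM, 3.56 ± 0.12 in SYM and 4.81 ± 0.48 in p53SYM cultures. Its log2 fold change from SYM to ASYM was 4.54 (standard error 0.19, adjusted p = 3.3e-07, limma). Sulf2 averaged 9.33 ± 0.34, 5.44 ± 0.21 and 7.10 ± 0.20. Rftn1 averaged 7.22 ± 0.13, 4.29 ± 0.15 and 5.42 ± 0.014. 3110039M20Rik averaged 6.49 ± 0.16, 4.16 ± 0.35 and 4.89 ± 0.031. Eda2r averaged 7.75 ± 0.24, 4.02 ± 0.097 and 5.38 ± 0.35, and F11r 6.98 ± 0.47, 4.93 ± 0.17 and 5.62 ± 0.0066. Cdkn1a averaged 7.44 ± 0.15 in p53SYM cultures. The adjusted p of p53SYM against SYM from limma was highest for F11r, at 0.043. That call of F11r was lost in 10 of the alternative settings, with adjusted p-values from 0.0509 to 0.27, including those without ASYM replicate 2 and without any 1 SYM or p53SYM replicate. For 3110039M20Rik the adjusted p was 0.013, and the call was lost without p53SYM replicate 1 (adjusted p = 0.0564, limma) or replicate 2 (adjusted p = 0.083, limma) and with the hybridization-control block (adjusted p = 0.115, limma).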

The eleven that scored as “absent” for expression in the SYM state (*4833427G06Rik*, *Sulf2*, *Khdrbs3*, *Cdkn1a*, *Eda2r*, *Rftn1*, *2410016O06Rik*, *3110039M20Rik*, *F11r*, *Myo1b, and Foxs1*), were named “exclusive” ASRA genes. 

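By log2 change from SYM to ASYM among the 78 up-regulated ASRA probe sets, 4833427G06Rik ranked 1, Sulf2 2, Eda2r 5, Khdrbs3 7 and Rftn1 8. Ranks further down were 12 for 2410016O06Rik, 16 for 3110039M20Rik, 23 for F11r and 35 for Foxs1. Over the 11 probe sets scored absent in the SYM state, the smallest change was 1.56 and the median 2.93. The SYM means of 4833427G06Rik, Khdrbs3, Eda2r, Rftn1 and 3110039M20Rik lie at the dim end of the array, so their changes are lower bounds and the ranks are approximate.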

Exclusive ASRA genes were also in the top half for degree of induction in the ASYM state (compared to their SYM background intensity). 

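Table S1 gives a predicted localization for each of the 85 ASRA genes. Of these, 25 list a membrane localization and 19 list no other. Of the 19, 16 were higher and 3 lower in ASYM than in SYM cultures, with a median log2 change of 1.28 in the A comparison and 1.32 in the B comparison. For the other 66 the median A change was 1.46. Eda2r, a receptor of the tumor necrosis factor receptor family with a SYM mean at the dim end of the array, changed by at least 3.73 in the A comparison (standard error 0.149, adjusted p = 2.2e-07 from limma with Benjamini-Hochberg adjustment) and by 2.37 in the B comparison (standard error 0.167, adjusted p = 1.7e-05, limma). F11r, a junctional adhesion molecule, changed by 2.04 (standard error 0.197, adjusted p = 0.00011, limma) and by 1.35 (standard error 0.22, adjusted p = 0.0019, limma). With the hybridization-control block, the change of F11r in the B comparison was 1.53 and was no longer called (adjusted p = 0.064, limma).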

Nineteen ASRA genes are predicted to encode membrane proteins, including 2 exclusive ASRA genes (*Eda2r* and *F11r*; see Table S1).

**Figure 3:**
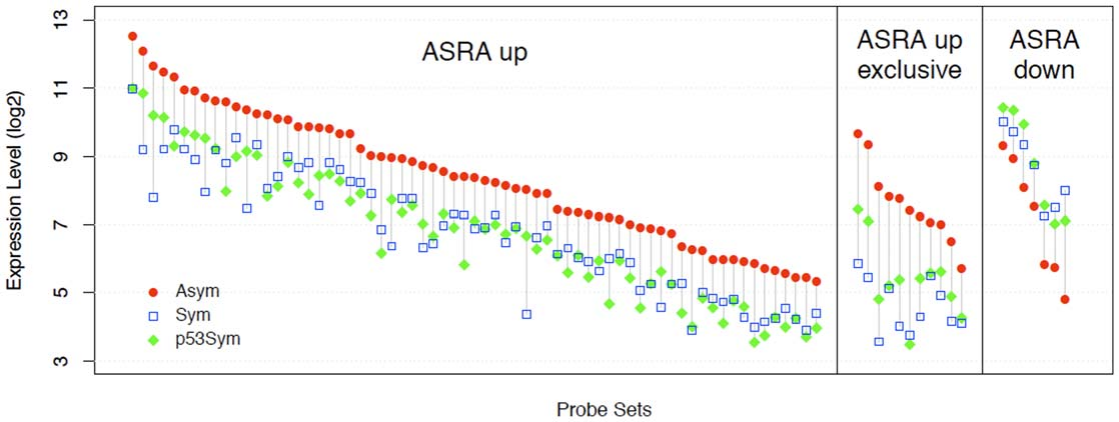
Quantitative assessment of the ASRA gene signature. The log2 expression levels of the microarray probe sets defining the three main quantitative categories of the ASRA gene signature (**ASRA up**, **ASRA up exclusive**, **ASRA down**) are graphed for each of the three compared self-renewal states. Data for each gene category (**x-axis**, **Probe Set**) are ranked-ordered based on the ASYM expression level (**y-axis**). A vertical line connects the ASYM and SYM expression levels.

Although ASRA genes were selected as the ideal candidates for specific and universal DSC biomarkers, other genes whose expression changes between the three states of self-renewal are also of interest. These members of the larger group of self-renewal pattern associated (**SRPA**) genes, which number 845, are also listed in Table S1. They are defined as A_up: up-regulated in ASYM respect to SYM, *but* not with respect to p53SYM (320 genes); A_down: down-regulated in ASYM and respect to SYM, *but* not with respect to p53ASYM (265 genes); B_up: up-regulated in ASYM with respect to p53SYM, *but* not with respect to SYM (194 genes); B_down: down-regulated in ASYM with respect to p53ASYM, *but* not with respect to SYM (56 genes) (see Fig. 2 also); A_up/B_down: up-regulated in ASYM with respect to SYM *and* down-regulated in ASYM with respect to p53SYM (5 genes); and A_down/B_up: down-regulated in ASYM with respect to SYM *and* up-regulated in ASYM with respect to p53SYM (5 genes). 

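By the calls made here, 402 probe sets were up-regulated in the A comparison alone, 307 down-regulated in the A comparison alone, 267 up-regulated in the B comparison alone and 85 down-regulated in the B comparison alone. A further 6 were up-regulated in A and down-regulated in B, and 5 the reverse. These counts are of probe sets; among the 845 probe sets that Table S1 lists outside the ASRA groups, 827 gene symbols are distinct. Without ASYM replicates 1, 2 and 3 in turn, the probe sets down-regulated in B alone numbered 64, 53 and 49, and without p53SYM replicates 1 and 2 they numbered 3 and 1. Those up-regulated in B alone fell to 77, 77 and 67 without the ASYM replicates and to 123 and 118 without the p53SYM replicates. Those up-regulated in A alone numbered 146, 128 and 136 without the ASYM replicates and 276, 234 and 251 without SYM replicates 1, 2 and 3. Those down-regulated in A alone numbered 235, 190 and 193, and 87, 63 and 87, respectively.

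The change from SYM to p53SYM equals the A change minus the B change, so its direction in these groups of Table S1 follows from how they were selected. The median log2 change was 0.70 over the 320 A_up probe sets and −0.77 over the 265 A_down probe sets. It was −1.19 over the 194 B_up and 1.16 over the 56 B_down probe sets. At an adjusted p under 0.05, limma with Benjamini-Hochberg adjustment called 63.1% of the A_up, 79.6% of the A_down, 92.3% of the B_up and 96.4% of the B_down probe sets different between p53SYM and SYM cultures.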

Within the larger SRPA gene set, up-regulated ASRA genes are A_up/B_up; and down-regulated ASRAs are A_down/B_down.

The quantitatively defined ASRA gene subset is not exhaustive for DSC biomarker candidates. Some members of other subsets of SRPA genes may also prove to be useful DSC biomarkers. Because of the high stringency used for ASRA gene selection, some A_up and A_down genes with qualitatively ASRA character were excluded. *Plxdc2* and *ephb6*, whose mRNAs were undetectable in the SYM and p53SYM states, are examples of such non-ASRA SRPA genes. 

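Plxdc2 averaged 5.34 ± 0.16 (SD, n = 3) in ASYM, 4.39 ± 0.27 (SD, n = 3) in SYM and 4.55 ± 0.076 (SD, n = 2) in p53SYM cultures on the log2 scale. Its A change was 0.95 (standard error 0.138, adjusted p = 0.001 from limma with Benjamini-Hochberg adjustment) and its B change 0.79 (standard error 0.154, adjusted p = 0.0045, limma). The rank product pfp was 0.0355 in the A and 0.177 in the B comparison. Ephb6 averaged 6.76 ± 0.37 (SD, n = 3), 5.27 ± 0.37 (SD, n = 3) and 5.63 ± 0.13 (SD, n = 2), with a change of 1.49 in A (standard error 0.208, adjusted p = 0.00086, limma) and of 1.13 in B (standard error 0.232, adjusted p = 0.0059, limma). Its pfp was 0.0037 in the A and 0.0552 in the B comparison. Both genes were thus called in the A comparison and missed the pfp threshold of the B comparison, while limma called both genes in both comparisons. With the hybridization-control block the B change of Ephb6 was 0.74 and was not called (adjusted p = 0.33, limma).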

We performed quantitative real-time RTPCR assays for *plxdc2* and *ephb6* and three up-regulated ASRA genes *cxcr6*, *fst*, and *robo1*. *Plxdc2* mRNA was not detected in the SYM state, but was detected in the ASYM state (n = 3, p = 0.001). The respective fold up-regulation for the other 4 genes, in the ASYM state with respect to the SYM state, was 4.6 (*ephb6*; n = 3, p = 0.04); 8.6 (*cxcr6*; n = 6, p = 0.002; reported previously in [30]); 6.5 (*fst*; n = 3, p = 0.007); and 8.3 (*robo1*; n = 3, p = 0.10).

### Evaluation of the ASRA gene subset as a signature for specifying self-renewal pattern

All SRPA genes are potential participants in mechanisms that control DSC self-renewal pattern, IMPDH II-dependent regulation present in the p53SYM state (*e.g.*, B_up and B_down genes in particular), and nonrandom sister chromatid segregation that occurs during the ASYM state [20], [21]. However, the ASRA gene subset is predicted to be more highly related to DSC asymmetric self-renewal *per se*. As such, it might be used to specify the self-renewal pattern character of isolated tissue cell populations. For this purpose, we developed a bioinformatics approach to evaluating the ability of the ASRA gene subset to serve as a signature for distinguishing asymmetric self-renewal from symmetric self-renewal.

As shown in Fig. 4, when the 85 gene ASRA gene subset is used as a gene signature in Between Group Analysis (**BGA**) [31], [32], a supervised classification method, with the original gene microarray data as a training set (Fig. 4, train), it provides excellent discrimination of the ASYM datasets from the SYM and p53SYM datasets. 

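Between group analysis finds the axis along which the means of given groups of arrays lie farthest apart, here after a correspondence analysis of the log2 values. It was re-implemented and trained on the 8 arrays with the 85 ASRA probe sets of Table S1 and 2 groups, ASYM against SYM and p53SYM together. Scores on this axis were −0.0934 ± 0.0027 (SD, n = 3) for ASYM, 0.0817 ± 0.0022 (SD, n = 3) for SYM and 0.0486 ± 0.0046 (SD, n = 2) for p53SYM arrays, so the p53SYM arrays lay on the SYM side and nearer to the ASYM arrays than the SYM arrays did. The probe sets had been selected on these same arrays. Each array was therefore left out in turn, ASRA probe sets were selected again by the rank product test on the other 7 arrays, and the left-out array was projected on the axis trained without it. All 8 left-out arrays fell on their own side of the midpoint between the group means, with 25 to 80 probe sets selected. In units of the distance from the midpoint to a group mean, the left-out ASYM arrays lay at −0.92, −0.85 and −0.96 and the SYM arrays at 1.19, 1.24 and 1.14. The p53SYM arrays lay at 0.141 and 0.129. With the probe sets selected by limma, at an adjusted p under 0.05 and a log2 change of at least 1 in both comparisons, all 8 also fell on their own side, and the p53SYM arrays lay at 0.463 and 0.641. Of 1000 random sets of probe sets, 78.5% placed all 8 left-out arrays on their own side as well.

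**Figure D3:**
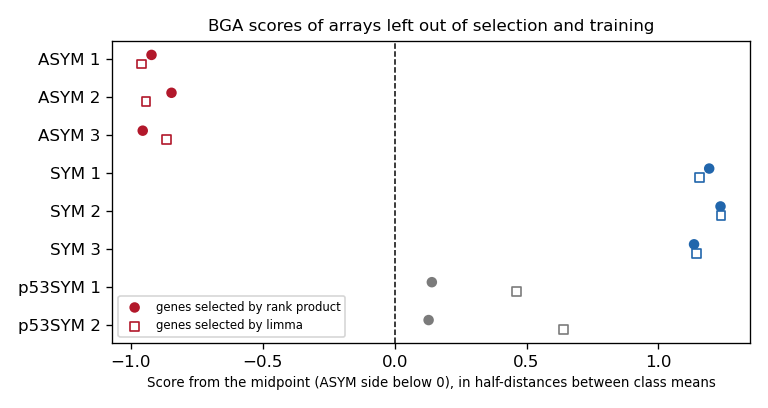
Score of each array when it is left out of selection and training (x axis, in units of the distance from the midpoint to a group mean), 1 array per line of the y axis, with probe sets selected by the rank product test (filled points) or by limma (squares). ASYM arrays lie below 0 and SYM and p53SYM arrays above it, with the p53SYM arrays nearest to 0, at 0.141 and 0.129 by the rank product selection.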

Independently developed microarray datasets for cells grown under standard ASYM versus SYM conditions were well discriminated using the signature (Fig. 4, control).

**Figure 4:**
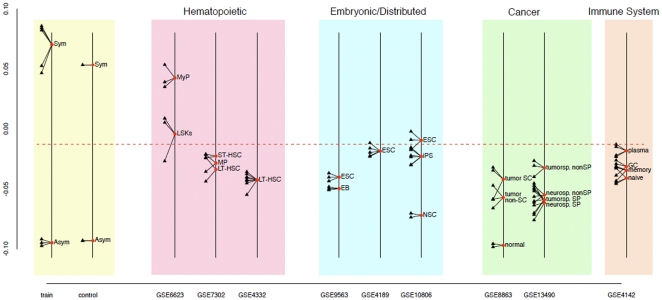
Self-renewal pattern specification by Between Group Analysis (BGA) using the ASRA gene signature. A self-renewal pattern classification field was developed based on BGA training with the original 8 gene microarray datasets (**train**; **SYM** = SYM and p53SYM). The horizontal dashed line delineates symmetric self-renewal character (**upper field**) and asymmetric self-renewal character (**lower field**). The specification ability of the method was tested with independently developed microarray datasets for the ASYM and SYM states (**control**). Hematopoietic DSC-enriched populations include, **LSK**, **ST-HSC**, **LT-HSC**, and **MP** (multipotent progenitors); **MyP**, committed myeloid progenitors. **ESC**, embryonic stem cells; **EB**, embryoid bodies; **iPS**, induced pluripotent stem cells; **NSC**, neural stem cells. Cancer cell populations include mouse mammary cancer derivatives (**left**) and mouse glioma derivatives (**right**): **SC**, stem cells; **normal**, normal mammary epithelial cells; **tumorsp**, tumorsphere; **neurosp**, neurosphere; **SP**, side population. Immune cells included, **plasma** cells; **GC**, germinal center cells; **memory** B-cells; and **naïve** B-cells. **GSE**, Gene Expression Omnibus dataset deposit number.

We developed a statistical method to evaluate how unique the ASRA gene signature was for its ability to discriminate known asymmetric self-renewal states from known symmetric self-renewal states based on its ASYM∶SYM∶p53SYM selection design. We used BGA to estimate the probability of finding, by random sampling within the founding microarray data, other 85 gene subsets of greater ability to discriminate self-renewal pattern compared to that of the ASRA gene signature. The Student's t-test was used to determine statistical confidence levels for the degree of ASYM *versus* SYM/p53SYM discrimination. The distribution for 10,000 randomly sampled 85 gene sets with respect to BGA p value is shown in Fig. 5A. 

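For 10000 random sets of 85 probe sets, drawn from the 22523, the separation of the 3 ASYM arrays from the 5 others was measured by the t statistic of the scores. Its median was 8.04, 5% of the sets lay under 4.47 and 5% above 14.37, and the range was 2.35 to 54.9. All 10000 sets placed every ASYM array on one side of all SYM and p53SYM arrays. The t statistic is used here only to order the sets.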

Based on this analysis, the ASRA gene signature was in the 5^th^ percentile for the statistical confidence of its ASYM *versus* SYM/p53SYM discrimination, indicating a high degree of biological specificity.

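The ASRA signature had a t statistic of 14.72, and 443 of the 10000 random sets, or 4.43%, separated the arrays with a larger one. Among the alternatives on all 8 arrays, drawing random sets matched to the signature on mean expression raised this share most, to 8.58%. Measuring the separation by the gap between groups lowered it most, to 2.03%. Leaving out 1 array moved it further. Without p53SYM replicate 2 it was 11.74% and without ASYM replicates 1 and 3 it was 10.82% and 10.91%. It was 7.39% without ASYM replicate 2, 6.43% without p53SYM replicate 1, and 1.18%, 1.48% and 2.89% without SYM replicates 1, 2 and 3. From the position of the signature among random sets, the paper reasons that its separation of ASYM from SYM and p53SYM arrays has a high degree of biological specificity.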

**Figure 5:**
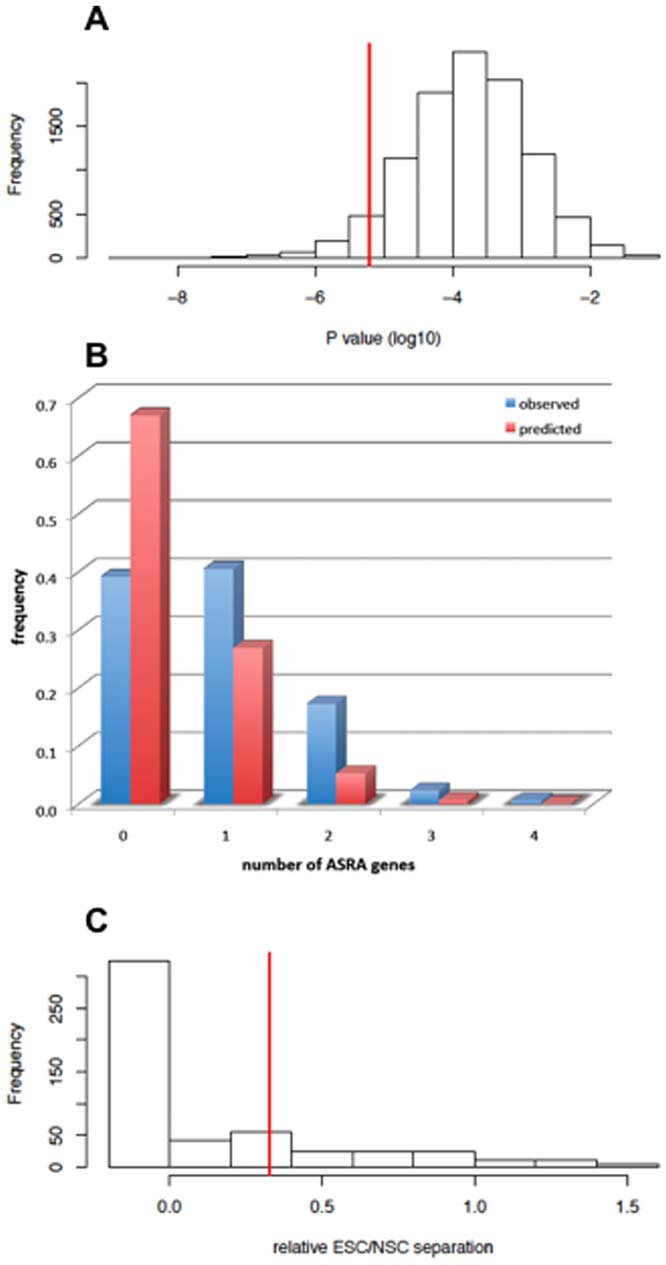
Statistical evaluation of the biological uniqueness of the ASRA gene signature. **A.** Shown is the histogram for p values determined by the Student's t-test for Between Group Analysis (**BGA**) separation of the ASYM *versus* the SYM/p53SYM training datasets described in Fig. 4. Each of the 10,000 determinations was performed with the expression values of a random sample of 85 genes. The **vertical line** indicates the p value of the 85 gene ASRA gene signature. **B.** Comparison of the observed frequencies (**ordinate; blue**) of randomly sampled 85 gene subsets, which had lower p values than the ASRA gene signature in A and contained the indicated number of ASRA genes (**abscissa**), to the frequencies predicted by chance (**red**). **C.** Analyses of the BGA separation distance between microarray data sets for mouse embryonic stem cells (**ESC**) *versus* cultured mouse neural stem cells (**NSC**) relative to the separation distance of respective SYM versus ASYM training datasets (see Fig. 4) using the randomly sampled 85 gene subsets that had lower p values than the ASRA gene signature in A. All gene subsets whose BGA analyses lacked altogether the respective correspondence between ESC∶NSC and SYM∶ASYM separation were grouped as “<0”. The **vertical line** indicates the relative ESC∶NSC separation using the 85 gene ASRA gene signature.

Qualitatively and biologically, the ASRA gene signature is even more unique than its quantitative 5^th^ percentile ranking indicates. Closer inspection of the 515 randomly sampled gene subsets that discriminated with higher statistical confidence shows that they are over-represented for ASRA genes. 

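Among all 10000 random sets, the mean number of ASRA probe sets of Table S1 in a set was 0.332. Among the 443 sets that separated the arrays better than the signature, it was 0.770, a ratio of 2.32. In 100000 permutations of the sets, none gave a ratio as large (permutation test, one-sided, p = 1e-05, the smallest that this number of permutations can give). Of the 443 sets, 37.0% held no ASRA probe set, against 71.8% of all sets. Exactly 1 was held by 51.2% against 23.7%, 2 by 9.48% against 4.01% and 3 by 2.26% against 0.44%. The ASRA probe sets were chosen on these same arrays for this difference, so an excess is expected from their selection alone, and the permutation of sets does not address it. The ratio was above 1 in every alternative setting, from 1.27 on linear intensities to 2.99 without SYM replicate 1.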

Fig. 5B indicates that the number of ASRA genes found in the other gene subsets is greater than expected by chance. Another strong indication of the uniqueness of the ASRA gene signature was noted when the 515 higher ranking randomly sampled gene subsets were evaluated for their degree of discrimination of independent microarray datasets for mouse embryonic stem cells (**ESCs**) and cultured mouse neural stem cells (**NSCs**). Based on their stem cell type (*i.e.*, embryonic *versus* distributed, respectively), *a priori*, ESCs and NSCs are predicted to be discriminated by the ASRA gene signature as symmetrically self-renewing and asymmetrically self-renewing, respectively. This distinction is observed in the BGA analysis using the ASRA gene signature (Fig. 4, GSE10806). In contrast, the vast majority of randomly sampled gene subsets did not make this distinction at all; and only 22% gave greater separation of NSCs and ESCs datasets relative to their separation of respective ASYM versus SYM training microarray datasets (Fig. 5C). These analyses indicate that the ability of the ASRA gene signature to discriminate ASYM *versus* SYM self-renewal states is not likely to have occurred by chance, but is more likely to reflect the unique biological design employed for its discovery.

### Use of the ASRA gene signature to specify the self-renewal pattern character of tissue cell preparations

We used the BGA method to specify and quantify the self-renewal pattern character of a variety of cultured and uncultured murine tissue cell populations based on their ASRA gene signatures found in microarray datasets in the Gene Expression Omnibus (**GEO**) repository (see Fig. 4). A striking feature of this analysis was that, overall, for the cell populations considered, most exhibited greater asymmetric self-renewal character (Fig. 4, below dashed line) than symmetric self-renewal character (Fig. 4, above dashed line). The exceptions to this characteristic were one example each of embryonic stem cells, myeloid progenitor-enriched cells (**MyP**), and hematopoietic stem cell-enriched (**LSK**: lineage-negative, Sca-1+, c-Kit+) populations.

Hematopoietic stem cell (**HSC**)-enriched populations were generally specified to have greater asymmetric self-renewal character (GSE7302; GSE4332) [33]. Even in the case for which an HSC-enriched population was specified as symmetric, it showed significantly less symmetric self-renewal character than compared populations enriched for committed myeloid progenitors (GE6623; p = 0.021) [34]. In another dataset entry (GSE7302), populations enriched for multipotent progenitors (**MP**), long-term (**LT**)-HSCs, and short-term (**ST**)-HSCs, based on respective differences in CD34 and FLT3 expression, were not significantly different for asymmetric self-renewal character. Highly-enriched LT-HSCs isolated for young animals at 2–3 months of age or old animals at 22–24 months of age were not significantly different for degree of asymmetric self-renewal character (GSE4332).

Among the cultured cell populations considered, NSCs (cultured alternately on gelatin or as neurospheres), a type of DSCs, had the greatest asymmetric self-renewal character (GSE10806) [35]. Primary NSC cultures had significantly greater asymmetric self-renewal character than mouse induced pluripotent stem (**iPS**; GSE10806) [35] cells and mouse ESCs (GSE10806, GSE4189, GSE9563) [35]–[37], the latter that extended into the symmetric self-renewal zone (p<0.002; GSE10806) [35]. The iPS cells in this comparison (GSE10806) were developed by introduction of Oct4 and Klf4 into the NSCs. Consistent with the idea that differentiation of ESCs may produce asymmetrically self-renewing DSCs, 5-day mouse embryoid bodies (**EB**; GSE9563) had significantly more asymmetric self-renewal character than their precursor ESC cultures (p = 0.01).

Recently, others and we demonstrated that the ASRA protein, Cxcr6 (see Table S1), is expressed by human melanoma cancer stem cells [30]. This finding supports the hypothesis that one important origin of cancer stem cells is mutated DSCs [38]–[40], which in some tumors may retain asymmetric self-renewal [41]. To explore this concept further, we evaluated the self-renewal pattern character of different cell fractions from two different mouse tumor models, mammary cancer (GSE8863) [42] and glioma (GSE13490) [43]. Both models are based in p53-null mice. The mammary cancer study used tumors that develop after transplantation of mammary epithelium from p53-null mice into cleared fat pads of congenic wild-type mice; and the glioma study evaluated cells from tumors that develop in mice transgenic for a *verbB* gene driven by an S100β promoter on a p53-null genetic background. Although all evaluated tumor cell preparations showed significant asymmetric self-renewal character, they all also had significantly more symmetric self-renewal character than normal mammary epithelium (**normal**; GSE8863). Cells identified by their lineage-negative/CD24 high/CD29 high immunophenotype as mammary tumor-initiating cells (**tumor SC**; GSE8863) showed greater symmetric self-renewal character than mammary tumor cells without this property (**tumor non-SC**; GSE8863), but the difference was not statistically significant (p>0.20). In the glioma model, tumor-initiating cells were found in a FACS side population (**SP**; GSE13490) fraction of tumorsphere cultures. This fraction had significantly more asymmetric self-renewal character than the non-SP (*i.e.*, non-cancer stem cell) tumorsphere cell fraction (p<0.005; GSE13490); and it was similar in self-renewal pattern character to SP and non-SP fractions of cultured neurospheres that contain normal NSCs.

Because of the long-lived nature of immune system memory cells, we evaluated their self-renewal pattern character. In immunized mice, germinal center cells (**GC**), memory B-cells, and naïve B cells exhibit significantly greater asymmetric self-renewal character than short-lived plasma cells (p<0.032; GSE4142) [44]. These data suggest significant asymmetric self-renewal by long-lived immune cells. Previous investigators have noted that memory B-cells, memory T-cells, and LT-HSCs shared a common transcriptional program [44]. Based on this ASRA gene signature interrogation, we suggest that a significant fraction of their shared gene expression is related to asymmetric self-renewal.

### Asymmetric expression by ASRA proteins and related SRPA proteins

Individually or in combination, proteins encoded by ASRA genes (*i.e.*, ASRA proteins) are predicted to provide a new type of highly specific biomarkers for asymmetric self-renewal. To the degree that asymmetric self-renewal is an exclusive property of DSCs, some ASRA proteins are predicted to be specific and universal biomarkers for DSCs. By our design, ASRA proteins might mark asymmetrically self-renewing DSCs, their non-stem cells sisters, or both. The ideal ASRA protein might be predicted as one that marked only the asymmetrically self-renewing DSC and not its non-stem sister.

We used two related indirect *in situ* immunofluorescence (**ISIF**) cytometry assays to determine expression patterns of ASRA proteins in cells undergoing either asymmetric self-renewal divisions or symmetric self-renewal divisions. The sister pair (**SPr**) assay is based on plating cells at sufficient sparseness, so that sister cells can be identified based on their close proximity [18], [30]. The second assay is based on the use of cytochalasin D (**CD**) to capture divided sister nuclei in a single undivided parental cell for evaluation of their respective expression patterns. The CD assay has the advantage of use at high cell densities, but it depends on protein expression patterns being unaffected by CD treatment. All candidate biomarkers were evaluated with both complementary assays.

To validate the SPr and CD assays, we used three well-described cell cycle-specific biomarkers: cyclin A (**CyA**) as a general biomarker for cycling cells, cyclin E (**CyE**) as a biomarker for cycling early S phase cells, and cyclin D1 (**CyD1**) as a biomarker for G1 cells and, more importantly, cells arrested at G1/S of the cell cycle [45]. Fig. 6 provides examples of the major types of SPr and CD expression patterns observed for these biomarkers under conditions of symmetric self-renewal *versus* asymmetric self-renewal with the engineered cell lines. In SPr analyses, all three cell cycle biomarkers showed primarily symmetric expression patterns when the engineered cell lines were cultured under conditions for symmetric self-renewal (Fig. 6A and 6B, SYM, SPr). In contrast, under conditions for asymmetric self-renewal, asymmetric expression patterns increased significantly (Fig. 6A and 6B, ASYM, SPr; see also Table 1, CyA∶CyD1, SPr assay). As predicted, CyD1, the biomarker for non-cycling non-stem sisters, was consistently reciprocally asymmetric with respect to the cycling cell biomarkers (Fig. 6B, ASYM, SPr). Similar relationships were observed in parallel CD assays (Fig. 6A and 6B, CD; see also Table 1, CyA∶CyD1, CD assay), validating this second assay for use with cyclins A, E, and D1. Simultaneous detection of CyA and CyD1 was particularly effective for detecting and quantifying asymmetric self-renewal and symmetric self-renewal (Fig. 6B, ASYM; Table 1, CyA∶CyD1). When p53 was induced, it was always expressed in both sister cells or sister nuclei, despite their clear phenotypic differences (Fig. 6C, ASYM; compare p53 and CyD1). Thus, although the shift to asymmetric self-renewal from symmetric self-renewal by the engineered cells is initiated by p53 expression, it is not due to asymmetric expression of p53 between sister cells.

**Figure 6:**
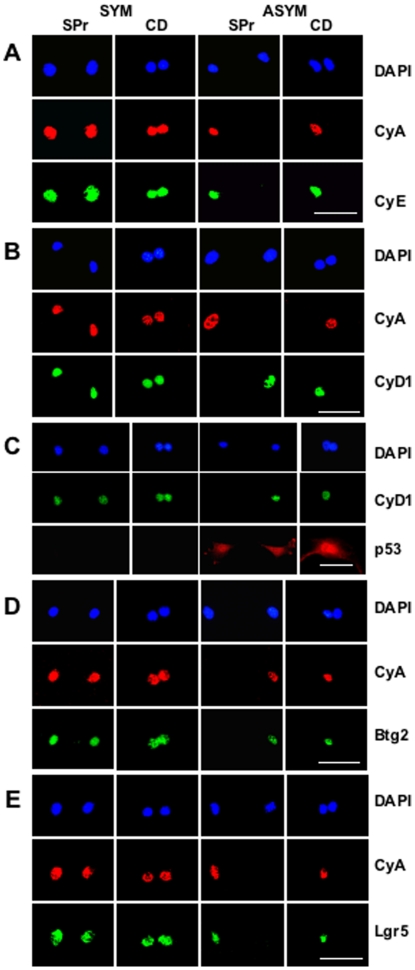
Evaluation of ASRA protein biomarkers by sister pair (SPr) and cytochalasin D (CD) assay. Shown are examples of fluorescent photomicrographs from parallel SPr and CD analyses using dual indirect ISIF performed simultaneously with two different biomarker-specific antibodies of different species origin. Species-specific secondary antibodies conjugated to red and green fluorochromes were used, respectively, for biomarker-specific imaging. **SYM**, symmetric self-renewal by p53-null Con-3 cells with ZnCl_2_. **ASYM**, asymmetric self-renewal by p53-inducible Ind-8 cells with ZnCl_2_ to induce p53 expression. **DAPI**, nuclear DNA fluorescence. **CyA**, indirect ISIF with specific antibodies for cyclin A, an indicator for cycling late G1, S, and G2 cells with greatest expression in G2 phase. **A.** Dual indirect ISIF with antibodies for cyclin A and cyclin E (**CyE**), an indicator for cycling late G1 and S phase cells, with highest expression in early S phase. **B.** Dual indirect ISIF with antibodies for cyclin A and cyclin D1 (**CyD1**), an indicator for cycling G1 or arrested late G1 and early S phase cells, with highest expression in late G1 phase. **C.** Dual indirect ISIF with antibodies for cyclin D1 and **p53**. **D.** Dual indirect ISIF with antibodies for cyclin A and **Btg2**. **E.** Dual indirect ISIF with antibodies for cyclin A and **Lgr5**. See Table 1 for quantitative analyses for the CyA∶CyD1 and CyA∶Btg2 SPr and CD assays. Only the CD analysis was quantified for the CyA∶Lgr5 assays (n = 61, 58; and % co-asymmetric CyA and Lgr5 expression = 20%, 4% for paired nuclei in the ASYM state *versus* the SYM state, respectively; p<0.006 by the two-tailed Fisher's exact test). **Scale bars** = 50 microns.

**Table 1:** Test Quality Metrics for SPr and CD Assays for Asymmetric Self-Renewal.

Assay	% ASYM Pattern		n	p	Sen(%)	Spe(%)	PPV(%)
	Condition						
	ASYM	SYM					
**CyA∶CyD1**							
SPr assay	25	3	61,60	<0.0002	44	94	88
CD assay	25	2	63,60	<0.0001	43	97	94
**CyA∶Btg2**							
SPr assay	47	6	60,50	<10^−6^	58	93	90
CD assay	43	5	53,61	<10^−6^	64	93	88
**CyA∶H2A.Z**							
SPr assay	43	5	58,57	<10^−6^	69	93	89
CD assay	37	3	63,59	<10^−6^	53	95	92

**% ASYM Pattern**, percent of evaluated sister cell pairs or sister nuclei pairs showing an asymmetric protein expression pattern; **ASYM**, under conditions that promote asymmetric self-renewal; **SYM** under conditions that promote symmetric self-renewal; **n**, number of pairs randomly evaluated under each condition for two independent assays; **p**, Fisher's exact test for the statistical confidence of specific asymmetric pattern detection vs. symmetric pattern detection; **Sen**, test sensitivity; **Spe**, test specificity; **PPV**, test positive predictive value.

To date, we have evaluated 6 ASRA proteins and two related SRPA proteins for their expression pattern during asymmetric self-renewal. Plexin domain containing 2 (Plxdc2) protein; glycoprotein (transmembrane) nmb (Gpnmb); KH domain containing, RNA binding, signal transduction associated protein 3 (Khdrbs3); and alpha B crystallin (Cryab) showed symmetrically up-regulated expression in both the asymmetrically cycling stem-like cell and its non-cycling sister (data not shown).

The 4 remaining proteins had distinctive asymmetric expression characteristics during asymmetric self-renewal. Two, cytokine (C-X-C motif) co-receptor Cxcr6 [30] and antiproliferative B-cell translocation gene 2 (Btg2), were originally identified as ASRA genes (see Table S1). 

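On the arrays, Cxcr6 averaged 5.69 ± 0.31 (SD, n = 3) in ASYM, 4.15 ± 0.11 (SD, n = 3) in SYM and 3.74 ± 0.16 (SD, n = 2) in p53SYM cultures, the lower values being at the dim end of the array. Its log2 fold change was 1.53 in the A comparison (standard error 0.146, adjusted p = 0.0001 from limma with Benjamini-Hochberg adjustment) and 1.95 in the B comparison (standard error 0.164, adjusted p = 5.2e-05, limma). Btg2 averaged 8.71 ± 0.60 (SD, n = 3), 6.32 ± 0.14 (SD, n = 3) and 7.02 ± 0.31 (SD, n = 2). Its change was 2.39 in the A comparison (standard error 0.247, adjusted p = 0.00015, limma) and 1.69 in the B comparison (standard error 0.276, adjusted p = 0.0019, limma). With the hybridization-control block the B change of Btg2 was 1.73 and was no longer called (adjusted p = 0.095, limma).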

The other two, the histone H2A variant H2A.Z and the leucine-rich repeat-containing orphan G protein-coupled receptor 5 (Lgr5), were discovered because of their connection to non-ASRA SRPA genes. 

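H2afz, which encodes H2A.Z, averaged 10.58 ± 0.062 (SD, n = 3) in ASYM, 11.39 ± 0.19 (SD, n = 3) in SYM and 11.00 ± 0.13 (SD, n = 2) in p53SYM cultures. Its log2 fold change in the A comparison was −0.80 (standard error 0.111, adjusted p = 0.00082 from limma with Benjamini-Hochberg adjustment), with a rank product pfp of 0.0335. In the B comparison it was −0.42 (standard error 0.124, adjusted p = 0.028, limma), and the rank product test did not call it (pfp 0.599). The limma call in the B comparison was lost without ASYM replicate 1 (adjusted p = 0.063, limma), ASYM replicate 2 (adjusted p = 0.075, limma), p53SYM replicate 1 (adjusted p = 0.158, limma) or p53SYM replicate 2 (adjusted p = 0.0615, limma), and with the hybridization-control block (adjusted p = 0.0543, limma).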

H2A.Z itself is an A_down gene (“H2afz” in Table S1) that is consistently reduced in expression during asymmetric self-renewal [46]. Expression of *lgr5* mRNA did not differ significantly among the three self-renewal states. However, its family member *lgr6* was identified as an A_up gene. 

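Lgr5 averaged 4.41 ± 0.097 (SD, n = 3) in ASYM, 4.40 ± 0.061 (SD, n = 3) in SYM and 4.46 ± 0.13 (SD, n = 2) in p53SYM cultures. By limma with Benjamini-Hochberg adjustment, the adjusted p was 0.97 for the A comparison, 0.73 for the B comparison and 0.72 for p53SYM against SYM, and the direction of these small differences changed between settings. Lgr6 averaged 7.33 ± 0.18 (SD, n = 3), 6.39 ± 0.45 (SD, n = 3) and 7.44 ± 0.015 (SD, n = 2). Its log2 fold change in the A comparison was 0.94 (standard error 0.192, adjusted p = 0.0062, limma; rank product pfp 0.0461). Between ASYM and p53SYM cultures Lgr6 did not differ (log2 change −0.11, standard error 0.214, adjusted p = 0.73, limma).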

In transgenic mouse reporter gene knock-in studies, Lgr5 and Lgr6 were previously defined as specific biomarkers for hair follicle and gastrointestinal epithelial stem cells [7], [10], [11].

The asymmetric expression of Cxcr6 during asymmetric self-renewal was reported earlier [30]. Btg2 shows a very similar asymmetric expression pattern limited to the nucleus of the cycling stem-like sister during asymmetric self-renewal (Fig. 6D, ASYM, Btg2). For both proteins, their specific expression in the cycling stem-like cell was confirmed by their co-expression with asymmetrically expressed cyclin A (*e.g.*, Fig. 6D, ASYM, CyA). This feature has been also been confirmed for H2A.Z with the engineered cell lines (data not shown; Table 1) and with *ex vivo* expanded mouse hair follicle stem cells (Huh and Sherley, unpublished data). Fig. 6E data show that asymmetrically self-renewing engineered cells express nuclear Lgr5 in a similar asymmetric pattern. The cycling sister, which retains the stem cell phenotype, expresses Lgr5 (Fig. 6E, ASYM; compare Lgr5 to CyA).

Detection of asymmetrically self-renewing cells using the biomarker pairings of CyA∶CyD1 (reciprocally asymmetric), CyA∶Btg2 (co-asymmetric), and CyA∶H2A.Z (co-asymmetric) was highly significant (see Table 1). We evaluated the quality of each of these combinations as tests for detecting asymmetrically self-renewing cells. For this analysis, we modeled that the asymmetric self-renewal rate of the engineered cell lines under SYM conditions was 0% and under ASYM conditions 100% (previous time-lapse microscopy determined values were 9% and 72%, respectively) [17]. Based on this simplified model, the test quality values in Table 1 were calculated. All three biomarkers were similarly highly specific for detecting asymmetric self-renewal with respect to symmetric self-renewal. However, the CyA∶Btg2 and CyA∶H2A.Z based assays were more sensitive than CyA∶CyD1 based assays, indicating that they scored more than just the cell cycle arrest of the non-stem cell sister. Indicative of their generally high level of specificity, all three assays had a high positive predictive value, meaning that when an asymmetric self-renewal call was made it had an 88–94% chance of being correct.

## Discussion

### Identification of ASRA genes, a subset of SRPA genes

Genetically engineered, p53-inducible murine embryo fibroblasts that model DSC asymmetric self-renewal are the foundation for the development of this unique stem cell gene expression profile resource. Since their original description [25], others and we have reported several specific examples of evidence for their relevance to functions of DSCs *in vivo*. These include the use of molecular pathways discovered in them to expand different types of DSCs *ex vivo* [18], [27]–[29], [47] and the demonstration that they undergo DSC-specific non-random sister chromatid segregation [20], [21]. A recent study also implicated p53 in the regulation of the self-renewal pattern of mouse mammary DSCs and mammary cancer stem cells. In these stem cells, the p53 null genotype was associated with increased symmetric self-renewal at the expense of asymmetric self-renewal [48]. These findings were anticipated by our proposal of p53-dependent regulation of self-renewal pattern as a model for the self-renewal kinetics of DSCs [21], [23].

Our report here that the genetically engineered cell lines induce the *Lgr6* gene and express Lgr5 protein asymmetrically during asymmetric self-renewal further increases confidence that they share important functional properties with DSCs *in vivo*. However, the one previous study of *in situ* detection of Lgr5 by immunohistochemistry in human tissues did not report nuclear expression of the protein [10]. We observed both nuclear and cytoplasm Lgr5 protein in mouse hair follicle stem cells, but only the nuclear form showed asymmetric expression; and detection of both forms is prevented by blocking the Lgr5 antibodies with their peptide antigen (Huh and Sherley, unpublished). Only nuclear Lgr5 was detected in the engineered cell lines. These differences may reflect species and cell type-specific differences in Lgr5 subcellular localization. We note that nuclear localization of other G-coupled protein receptors has been reported for other cell types [49].

Subsets of ASRA genes and the larger set of SRPA genes are also predicted to function in mechanisms responsible for asymmetric self-renewal and closely associated non-random sister chromatid segregation [20], [21]. For example, H2A.Z was described previously for its ability to prevent p53-dependent induction of the cyclin inhibitor CDKN1A [50]. The observed restriction of its expression to the asymmetrically cycling stem cell sister (Table 1) might prevent the initiation of a terminal cell cycle arrest program by CDKN1A that occurs in the non-stem sister. More recently, we have shown, in both the engineered cell model and *ex vivo* expanded mouse hair follicle stem cells, that asymmetric H2A.Z expression is also restricted to the set chromosomes that contain the oldest DNA strands during non-random sister chromatid segregation (*i.e.*, the “immortal DNA strands,”) (Huh and Sherley, unpublished).

There are many published reports of p53-responsive gene signatures [51]–[55]. However, earlier studies were not conducted with cell models that undergo well-defined asymmetric self-renewal; and they were not designed to identify genes specifically associated with this special property of DSCs. Thus, this is the first report of a p53-related gene resource with potential for specifying DSCs exclusively and universally; but, not surprising, a number of ASRA genes were previously described as p53-responsive genes. 

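A list of 30 target genes of p53, of which Table S1 holds 16, 8 of them as ASRA genes, was compared between the states with camera, a set test on the limma fit, at its preset correlation of 0.01. Its p rests on the model and is not that of an exact test on so few arrays. In the A comparison 24 of the 30 were higher in ASYM cultures, with a median log2 change of 0.89 (a camera p of 1e-16), and limma called 20 higher and 1 lower at an adjusted p under 0.05. In the B comparison 25 were higher, with a median of 0.81 (a camera p of 8.5e-11), and 21 were called higher and 1 lower. Adjusted over the list alone, 22 were called in each of these comparisons. The hybridization-control block lowered the calls of the B comparison to 10 higher and 0 lower, or 20 adjusted over the list alone. Between p53SYM and SYM cultures, 19 were higher in p53SYM, with a median of 0.30 (a camera p of 0.0027). Of the 30, 11 were called higher and 3 lower, and 15 were called adjusted over the list alone. All 3 of these camera results hold under fry, with p-values of 5.9e-06, 6.5e-05 and 0.0045. With an estimated correlation, camera gave p-values of 0.0045 and 0.012 in the A and B comparisons and of 0.138 for p53SYM against SYM. The 14 genes that are not in Table S1 gave a camera p of 0.0056 in the A comparison, 0.019 in the B comparison and 0.955 for p53SYM against SYM, where their median log2 change was −0.06. Because Table S1 was selected on these arrays, this leaves out the members that changed most clearly, and weaker results can follow from that alone.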

Several of the most highly expressed ASRA genes are well-known p53-responsive genes (Table S1; *trp53inp1*, *cdkn1a*, cnng1, and *mdm2*). These highly p53-dependent genes score as ASRA genes because their expression level is reduced significantly when asymmetric self-renewal is prevented by transgenic IMPDH II expression, though not always as low as their expression level in the absence of p53 expression. 

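The B changes of these genes, from p53SYM to ASYM, were 2.22 for Cdkn1a (standard error 0.118, adjusted p = 3.6e-06 from limma with Benjamini-Hochberg adjustment), 1.35 for Trp53inp1 (standard error 0.306, adjusted p = 0.0089, limma), 1.24 for Ccng1 (standard error 0.157, adjusted p = 0.00047, limma) and 1.28 for Mdm2 (standard error 0.145, adjusted p = 0.00026, limma). The call of Trp53inp1 was lost without p53SYM replicate 2 (adjusted p = 0.082, limma) and with the hybridization-control block (adjusted p = 0.34, limma). All 4 genes were also higher in p53SYM than in SYM cultures. These log2 changes were 1.59 for Cdkn1a (adjusted p = 1.9e-05, limma), 2.30 for Trp53inp1 (adjusted p = 0.00053, limma), 1.67 for Ccng1 (adjusted p = 8e-05, limma) and 0.72 for Mdm2 (adjusted p = 0.0049, limma). Of the change from SYM to ASYM, p53SYM cultures thus showed 63.1% for Trp53inp1, 57.2% for Ccng1, 41.7% for Cdkn1a and 36.0% for Mdm2. By mean level in ASYM cultures among the 78 up-regulated ASRA probe sets, Ccng1 ranked 2, Mdm2 7, Cdkn1a 22 and Trp53inp1 42. Levels of different probe sets also depend on the affinity of their probes, so these ranks are approximate.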

Other ASRA genes are more recently defined p53-responsive genes. Btg2 induction was shown to be required for p53 suppression of murine embryo fibroblast transformation by *ras* [56]. The small heat shock chaperone Cryab was recently discovered as a p53 transcriptional activation target that binds to p53 and regulates p53-dependent apoptosis [55]. Because of their ASRA gene expression pattern, each is now identified for greater potential to identify DSCs and to play important roles in DSC asymmetric self-renewal and non-random sister chromatid segregation.

### Evidence for determined asymmetric self-renewal by individual DSCs

Although asymmetric self-renewal is a defining concept for DSCs, its exact cellular details remain poorly defined. Generally, asymmetric self-renewal by DSCs is inferred retrospectively from their long-term production of lineage-specific differentiated cells in stem cell-deficient hosts. Prospective analyses of asymmetric self-renewal are infrequent because of the technical challenge presented by its dynamic and cell-heterogeneous nature. In fact, even the form of asymmetric self-renewal by DSCs *in vivo* has persisted as a matter of uncertainty since the formulation of the tissue stem cell concept [19], [57]. Stochastic forms, based on multiple stem cells per tissue unit, are at one extreme; whereas tissue units based on single determined stem cells are at the other [58]–[60]. Determined asymmetric self-renewal by individual DSCs is accomplished by divisions that yield a DSC sister and a lineage-committed sister [3], [19].

Two labs [18], [61], including this one, have demonstrated determined asymmetric self-renewal by individual cells in DSC-enriched cultures. In addition, we genetically engineered the described murine cells that individually undergo determined asymmetric self-renewal under experimental control [17], [20], [21], [23], [24]. These lines were the foundation for the development of the presented ASRA gene expression profile resource; and they provided an important orthogonal evaluation of their DSC biomarker potential based on their expression pattern between sister cells from asymmetric self-renewal divisions.

The BGA studies (Fig. 4) provided a first *in vivo* indication of the potential DSC discriminating power of the ASRA gene signature by using publicly available microarray databases for cultured and uncultured murine tissue cells. Because of the well-described marked variability in microarray datasets among different labs and experiments, caution must be exercised in the weight placed on any individual dataset's ASYM *versus* SYM specification. Greater weight can be placed on the relative self-renewal pattern assignments of datasets compared in the same experiment. Although limited by the purity of the examined cell populations and the precision of their deposited microarray analyses, these studies were particularly informative. We found that cell populations enriched for hematopoietic stem cells, one of the best-defined DSC types, had significant asymmetric self-renewal character. This finding provides new evidence that deterministic asymmetric self-renewal is a specific property of DSCs, including uncultured ones.

The BGA studies also illustrate how the ASRA gene signature provides a resource for specifying and quantifying the self-renewal pattern character of cell populations of interest. By using human gene probes that correspond to the mouse ASRA gene signature, similar classifications could be performed for human cell populations of interest [46]. The value of such capability can be appreciated from this report. Compared to the asymmetric self-renewal character of DSC types (*i.e.*, HSCs and NSCs), lineage-committed progenitors, mouse ESCs, and iPSCs each had ASRA gene signatures more characteristic of symmetric self-renewal. This relationship could account for the failure of earlier gene profiling studies to identify “stemness genes,” when ESCs and adult stem cells (*i.e.*, DSCs) were treated as equivalent [62]. Many important stemness genes expressed specifically in DSCs were most likely overlooked, because they were not also expressed significantly in ESCs.

### The uniqueness of the ASRA gene signature

We developed a random sampling-BGA method for evaluating the uniqueness of the ASRA gene signature's ability to discriminate between asymmetric and symmetric self-renewal states (Fig. 5). This method also constitutes a general bioinformatics approach to mining for gene signatures of prescribed gene number that have the greatest statistical power for delineating two biologically distinct cell states of interest. It is noteworthy that, whereas many gene subsets identified by this method distinguished the experimental ASYM and SYM states with greater statistical confidence than the ASRA gene signature (515 out of 10,000 trials; Fig. 5A), only a small fraction of these was also able to discriminate respective NSCs and ESCs as well (22%; Fig. 5C). These relationships support the starting premise that asymmetric self-renewal *per se* is the gnomonic for DSCs [3]. That is to say that, although other gene subsets can be readily found that distinguish the experimental cells in their respective ASYM and SYM states, the ASRA gene signature, defined *a priori* to distinguish self-renewal pattern specifically, is better than most when it comes to discriminating between natural stem cell types with respect to their pattern of self-renewal.

### ASRA proteins and SRPA proteins as potential specific and universal DSC biomarkers

Three ASRA proteins investigated so far (H2A.Z, Cxcr6, Btg2) have ideal asymmetric expression patterns for exclusive and universal identification of asymmetrically self-renewing cells. However, they have another feature that will require more investigation before its effect on DSC biomarker capability can be determined. They are also expressed in both sisters during symmetric self-renewal by the engineered cell lines (*e.g.*, Fig. 6D and 6E) and mouse hair follicle stem cell strains (Huh and Sherley, unpublished). Although this feature models well the concept of DSC symmetric self-renewal, there is no design feature of the engineered cell model *per se* to preclude similar symmetric expression by transient amplifying cells in tissues. Our initial tissue analyses (Huh and Sherley, unpublished) and public databases of immunohistochemical analyses [63] indicate that this shortcoming applies to H2A.Z, but not Btg2. Moreover, Cxcr6, which is expressed in both the nuclei and cytoplasm of the engineered cell lines, shows a high level of nuclear expression only in the cycling stem-like cell of asymmetric divisions. During symmetric divisions, the nuclei of both sister cells show a marked reduction in nuclear Cxcr6 [30]. Cxcr6 has not been evaluated in tissues as yet, but this pattern of expression predicts that it will be highly specific for asymmetrically cycling DSCs. Already it has been shown to identify a discrete subpopulation of human melanoma cancer stem cells that produce more aggressive tumors than melanoma cancer stem cells selected by other biomarkers [30].

So far, an ASRA protein expressed only by the asymmetrically cycling DSC-like sister and neither by its asymmetric non-stem sister nor symmetrically cycling sisters in general, has not been identified. Such biomarkers, if found, might provide even more specificity for detecting tissue DSCs. Of course, existing ASRA proteins like Btg2, which appear to be expressed by only rare positive cells in most tissues [63], may prove to be more sensitive biomarkers by recognizing DSCs both during predicted common homeostatic asymmetric self-renewal and rarer symmetric self-renewal. Thus, full utilization of this resource by the stem cell research community may yield the biomarkers needed to move DSC detection from a qualitative discipline to a quantitative one, while simultaneously revealing more of the rich secrets of these remarkable tissue cells.

## Materials and Methods

### Cells

Engineered p53-null vector control line Con-3 (SYM), Zn-dependent p53-inducible line Ind-8 (ASYM), and c-IMPDH II line tI-3 (c = constitutive; p53SYM) were maintained as previously described [21].

### Oligonucleotide microarray development

Whole genome expression profiles of p53-induced Ind-8 cells (ASYM), p53 null Con-3 cells (SYM), and p53 induced c-IMPDH II tI-3 cells (p53SYM) grown for 48-hours in ZnCl_2_-supplemented culture medium were compared by analyzing Affymetrix mouse whole genome GeneChip® 430 2.0 arrays (Affymetrix, Inc. Santa Clara, CA). Three independent preparations of Ind-8 and Con-3 cells and two of tI-3 cells were developed as outlined below.

Ind-8 and Con-3 cells were grown over a 3-day period to about 50% confluency, trypsinized, and replated in zinc-free medium (DMEM, 10% dialyzed fetal bovine serum [**DFBS**], 5 µg/ml puromycin) at a cell number∶plating area∶medium volume ratio of 10^5^∶75 cm^2^∶20 ml. This initial ratio was held constant for all experiments. C-IMPDH II line tI-3 cells were grown and replated in the same way as Ind-8 and Con-3 cells except for the medium (DMEM, 10% DFBS, 5 µg/ml puromycin plus 1 mg/ml G418 sulfate). Sixteen to 24 hours later, the culture medium was replaced with the same volume of respective medium containing 65 µM ZnCl_2_. This time was designated as time = 0; and a set of replicate cultures for each condition (ASYM, SYM, p53SYM) were harvested by trypsinization and counted with a Model ZM Coulter electronic cell counter for later self-renewal kinetics verification. After 48 hours of culture in the Zn-supplemented medium, all cells were harvested by trypsinization and counted to verify their respective self-renewal kinetics (ASYM or SYM) based on comparing calculated asymmetric and symmetric population division cycles (**PDC**) [20].

Total RNA samples were extracted using the Trizol reagent (Invitrogen, Carlsbad, CA) and followed by a clean-up step with the Qiagen RNeasy kit (Qiagen, Valencia, CA). Total RNA quality was tested with the Agilent 2100 BioAnalyzer (Agilent Technologies, Palo Alto, CA). Five µg of total RNA was used for cDNA synthesis, and then cDNA was used to make biotinylated cRNA. cRNA was fragmented and hybridized onto the Affymetrix mouse whole genome GeneChip® 430 2.0 array. The arrays were washed and quantified with a fluorescence array scanner. After scanning the arrays, quantification and statistics were performed using model-based expression and the perfect match (PM) minus mismatch (MM) method in the G-COS® software (version 1.0) and/or the dChip software version 2005. Data across all 8 arrays were originally normalized by setting target intensity at 500 in the G-COS.

### Microarray data analysis

Background correction, normalization, and summarization of data were carried out using RMA [64] as implemented in R. A custom chip description file (CDF), which organizes the oligonucleotide probes on the chip based on the latest version of RefSeq, was used [65]. The custom RefSeq CDF results in 22,587 probe sets and can be downloaded as version 12 at: http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/CDF_download.asp.

Differentially expressed genes were identified using the Bioconductor package RankProd, which uses the rank products method, a non-parametric method that detects genes that are consistently ranked high in lists of up or down-regulated genes in replicate experiments [66]. A percent false positive (pfp) cutoff of 0.05 was used. The raw DNA microarray data have been submitted for public access to Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) and can be obtained using the following accession number: GSE25334. All data are minimum-information-about-a-microarray-experiment (MIAME) compliant, as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html.

### Between group analysis

Genes identified as differentially regulated in both the Asym∶Sym and the Asym∶p53Sym comparisons (the ASRA genes) were used in supervised classification of additional samples using Between Group Analysis (BGA), as implemented in the R package MADE4 [32]. Correspondence Analysis was used to ordinate the training set of the three asymmetrically and five symmetrically self-renewing samples. Independently developed control samples from our own laboratory and test samples publicly available from GEO were then classified by projecting them onto the discriminator axis.

### ASRA protein expression pattern analyses

Specific indirect ISIF conditions for sister pair assays and cytochalasin D assays for cyclin A and Cxcr6 have been described [30]. Cyclin D1, cyclin E, p53, Btg2, H2A.Z, and Lgr5 indirect ISIF analyses were performed with the following respective antibodies: rabbit anti-cyclin D1 monoclonal antibody (Abcam, Inc.) at a 1∶100 dilution; rabbit anti-cyclin E polyclonal antibodies (Abcam, Inc.) at a 1∶500 dilution; mouse anti-p53 monoclonal antibodies (Abcam, Inc.) at a 1∶500 dilution; rabbit anti-Btg2 polyclonal antibodies (Santa Cruz Biotechnology, Inc.) at a 1∶200 dilution; rabbit anti-mouse H2A.Z polyclonal antibody (Cell Signaling Technology, Inc.) at a 1∶200 dilution; and goat anti-mouse Lgr5 polyclonal antibody (Santa Cruz Biotechnology, Inc.) at a 1∶50 dilution. As required, AlexaFluor 568 goat anti-rabbit IgG (H+L) (1∶300 dilution), AlexaFluor 568 goat anti-mouse IgG (H+L) (1∶500 dilution), and AlexaFluor 488 goat anti-rabbit IgG (H+L) (1∶300 dilution) were used as secondary detection antibodies (Invitrogen, Inc.).

## Supporting Information

Table S1 Self-renewal pattern associated (SRPA) genes, including the 85-gene asymmetric self-renewal associated (ASRA) gene signature. Expression data and annotation of all genes found to be significantly differentially regulated by the described RankProd intersection analysis is presented (See *Materials and Methods*). A RankProd percent false positive (**pfp**) cutoff of 0.05 was used. The expression values are given as log2 values. The fold change (**FC**; based on log2 values) refers to the average ratio of probe intensities on the ASYM chips to corresponding probe intensities the SYM chips. 

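The table holds 930 probe sets, all of which are among the deposited values. Its mean log2 values per state differ from means over the deposited arrays by at most 0.005. Its fold change column equals the difference between ASYM and SYM means to within 0.047 in the ASRA and A sections. In the B sections it equals the difference between ASYM and p53SYM means to within 0.050.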

Genes are grouped based on the comparison in which they are differentially regulated. Genes up-regulated in the “A” (ASYM *vs.* SYM) *and* “B” (ASYM *vs.* p53SYM) comparisons are listed as ASRA_up; those that are down-regulated in these two comparisons are listed as ASRA_down. Genes that are up-regulated in only one comparison are listed in the A_up or B_up sections, and conversely genes that are down-regulated in only one comparison are listed in the A_down or B_down sections. Some genes are up-regulated in one comparison, but down-regulated in the other (*i.e.*, if SYM>ASYM>p53SYM or if p53SYM>ASYM>SYM). These appear in the last two sections. Detection calls – whether expression is “present,” “marginal,” or “absent” (**P**, **M**, or **A**) – are summarized in columns immediately following the log2 expression values. If the call is A for all replicate chips for a self-renewal condition, the value cells are shaded; and if the call is P for all chips, the value cells are unshaded. If the calls are all M, or if they differ among replicate chips, an exclamation mark is given followed by the individual replicate calls. Data on the localization of the gene products was obtained from LOCATE [1]. “Type I” indicates that the protein is predicted to have one transmembrane domain, but does not have a signal peptide; and “type II” indicates that the protein is predicted to have a signal peptide and a transmembrane domain. In some instances, isoforms from the same gene are predicted or known to have different subcellular localizations. In these cases, multiple subcellular localization indicators appear.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

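Gene expression was compared on 8 Affymetrix mouse arrays, 3 of Ind-8 cells (ASYM), 3 of Con-3 cells (SYM) and 2 of tI-3 cells (p53SYM), all grown with ZnCl2. States and replicates were taken from the sample labels and the paper's methods. The paper's other experiments, including the independent arrays of the classification analysis, the RTPCR assays and the immunofluorescence, were not analysed here.

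The authors processed the scanner data by RMA with probe sets redefined by RefSeq transcript, and the deposited values are on the log2 scale. No further normalization was applied. Affymetrix control probe sets were left out of the tests. Names come from Table S1 and from a table of RefSeq genes of the mouse assembly GRCm38.p6, which was used for names only and matched 18294 of the 22523 probe sets (81.2%) to 15653 genes. A further property of the values is that 3866 probe sets are named by a model transcript. An array has no sequencing depth; its number of replicates and the level of a probe set above the dim end of the array set the precision. The mean of the dimmest 25% of probe sets lies under 4.30.

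The A comparison is ASYM against SYM, the B comparison ASYM against p53SYM and the C comparison p53SYM against SYM. The rank product test followed the paper's RankProd method, with 100 permutations of the probe sets within each array and a pfp under 0.05 in each direction. ASRA calls are the intersection of the A and B calls in one direction. limma 3.58.1 in R 4.3.3 was fitted to the means of the 3 states with its default prior, and a probe set was called at an adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01, with fry beside it. They were a list of 30 p53 target genes, all of them found, and a list of 40 proliferation genes, of which 38 were found. Between group analysis on correspondence analysis, random sets and permutation tests were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. RankProd and made4 were re-implemented from their published descriptions.

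Named genes follow a rule. It takes each gene that the paper names as an ASRA, SRPA or p53-responsive gene or as a tested biomarker, genes that check the labels (Trp53, Impdh2, Impdh1, Mt1 and Mt2), cell cycle genes of the protein assays (Ccna2, Ccne1 and Ccnd1), the 7 down-regulated ASRA genes, and the 5 called probe sets with the largest rise and the 5 with the largest fall in each comparison. A result under this rule that is withheld for evaluation is not reported here. The criteria of the self-tests, and the tests that the text marks as chosen after a result was seen, were not set in advance. The design of the other tests, this rule, the gene lists and most alternatives were set before the data were examined. These alternatives are a pfp under 0.01, a rank product null that permutes each ranking independently, limma in place of the rank product test with and without a minimum log2 change of 1, limma on the 2 compared groups only, limma with the replicate number as a block, limma with a trend in its prior, probe sets above the 25th percentile, 1 probe set per gene, control probe sets kept, arrays centred or quantile-normalized again, other settings of the set tests and of the between group analysis, and each array left out in turn. Alternatives chosen after seeing the data are another random seed, probe sets with the same values counted once (with and without control probe sets), limma with the level of the hybridization controls as a block, and random sets drawn from distinct value profiles.

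The methods were tested on simulated data with 200 changed probe sets among 22523, each changed by at least 1 on the log2 scale. Recovery of smaller changes was not tested. The rank product test recovered 99.5% of them in the A comparison with 32 false calls, 98.5% in the B comparison with 18, and 98.5% in the intersection with 3. With nothing changed in the C comparison it made 27 calls. The limma fit recovered 98.5% in the A comparison with 19 false calls and 96.5% in the B comparison with 15, and made 0 calls in the C comparison. For both methods the false calls in the A and B comparisons exceed 5% of the calls, which limits how either threshold can be read. The camera test gave a p of 2.7e-152 for a list of 40 changed genes and of 0.767 for a list of 40 unchanged ones. For sets of 85 changed probe sets, a median of 3.25% of random sets separated the groups better, with a highest value of 13.6%. For sets of 85 unchanged probe sets this median was 46.8%. The criterion for this self-test was revised 2 times after it failed, and its limit was set after a value had been seen. The percentile of a set in the between group analysis is therefore a coarse measure.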

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

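The comparison of p53SYM with SYM cultures was set in advance, while the tests of the 18S ribosomal RNA level, of the hybridization-control level, of Rn18s, of chance calls between p53SYM and SYM cultures and of lines that stand apart were chosen only after the result was seen.

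Control probe sets that the paper does not report showed a high 18S ribosomal RNA level on 1 array. The 3 control probe sets for 18S ribosomal RNA averaged 10.63 on SYM replicate 3, against 5.87 and 6.05 on the other SYM arrays, 5.58, 6.02 and 5.83 on the ASYM arrays and 6.46 and 6.22 on the p53SYM arrays. A sample of another line on this array is argued against, since its mean correlation with the other SYM arrays was 0.995 (0.994932 before rounding), above the highest value for a pair of arrays of different lines, 0.988. The probe set of Rn18s, named here after its values were seen, lies in the A_down group of Table S1 with a pfp of 0.045 in that table and 0.0356 here. On SYM replicate 3 it was 4.45 above the mean of the other SYM arrays, on the log2 scale. The mean over ASYM arrays minus that over SYM replicates 1 and 2 was −0.144, and without SYM replicate 3 Rn18s was not called. This difference is consistent with a call that rests on this array alone. The lost call by itself is not specific, since the call was also lost without ASYM replicate 1 and without ASYM replicate 3. In limma its A change was −1.63 (standard error 0.93, adjusted p = 0.257 with Benjamini-Hochberg adjustment). The next largest distance of this array from the other SYM arrays among the probe sets of Table S1 was 1.38. Whether the labelled RNA of this array held more ribosomal RNA stays open, because probe sets of other ribosomal RNAs were not analysed here. No biological explanation was tested, since the pattern is in 1 array.

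The hybridization controls, which are added to each sample and carry no RNA of the cells, were also higher on some arrays. They averaged 9.62 on SYM replicate 3 and 9.43 and 9.71 on the p53SYM arrays, against 8.98 to 9.16 on the other 5 arrays. All p53SYM arrays are therefore on the high side and all ASYM arrays on the low side of a midpoint of 9.29, and SYM replicate 3 is the only array by which level and state can be separated. With the 2 levels as a block in limma, 53 of the 85 ASRA genes of Table S1 were still called in both the A and the B comparison at an adjusted p under 0.05, and all 85 kept their direction in the B comparison. The median B change of the 78 up-regulated ones was 1.43 with the block and 1.47 without it. These values argue against the control level as the whole cause of the B change of the 53. For the other 32 the level and the state cannot be told apart, because the block's effect rests on 1 array and widens the standard errors. That array, SYM replicate 3, is also the one with the high 18S ribosomal RNA level. Over the 78 up-regulated ASRA probe sets, the median difference of SYM replicate 3 from the other SYM arrays was −0.025, and those of replicates 1 and 2 were 0.044 and −0.033. A difference between self-renewal states, which the design names, stays open beside the level.

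The paper runs no comparison of p53SYM with SYM cultures over all genes. The rank product test called 142 probe sets higher and 366 lower in p53SYM cultures. Without p53SYM replicates 1 and 2 in turn, 1 and 1 were higher and 214 and 183 lower, each from a single p53SYM array. Without SYM replicates 1, 2 and 3, the numbers were 105, 87 and 87 higher and 108, 106 and 95 lower. The largest rise was that of Mmp13, with a log2 change of 4.91 (standard error 0.762, adjusted p = 0.0012 from limma with Benjamini-Hochberg adjustment) and means of 4.79 in SYM, 9.70 in p53SYM and 6.74 in ASYM cultures. The largest fall was that of Ndn, with a log2 change of −5.88 (standard error 0.087, adjusted p = 1.2e-10, limma), and it was as low in ASYM as in p53SYM cultures, in both at the dim end of the array, so its fall is a lower bound. Chance variation that is independent between probe sets is argued against, since 20 simulations of it without any difference gave at most 29 calls between 3 and 2 arrays. Variation that the probe sets of an array share was not simulated.

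The same calls show how many probe sets stand apart in 1 line from both of the others in one direction. There were 177 such probe sets for the SYM line, 190 for the p53SYM line and 102 for the ASYM line, which are the ASRA calls. Counted as distinct value profiles they were 143, 151 and 88. A self-renewal pattern alone does not account for the 190, since SYM and p53SYM cultures are both symmetric and these probe sets differ between them. A difference between cloned lines of any origin cannot be told apart from an effect of the IMPDH II transgene or of G418 for the 190, because each state has 1 line. The transgene and G418 stay open and were not tested.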

How the results depend on the processing

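The settings with another random seed, with probe sets of the same values counted once, with the hybridization-control block and with random sets from distinct value profiles are tests that were chosen only after the result was seen; the others were set in advance.

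The 8 counts of the rank product test listed here stayed within 1.5 times their reported value with probe sets above the 25th percentile, 1 probe set per gene, control probe sets kept, arrays quantile-normalized again, another random seed, and probe sets with the same values counted once with or without the controls. Centring cannot change them, since it adds a constant to each array and leaves the rankings as they are. Of the exclusive groups, the probe sets down-regulated in B alone fell from 85 to 56 with 1 probe set per gene, and those down-regulated in A and up-regulated in B from 5 to 2 above the 25th percentile. In the order A up, A down, B up, B down, C up, C down, ASRA up and ASRA down, the reported counts are 501, 321, 365, 100, 142, 366, 93 and 9. With a pfp under 0.01 they were 193, 122, 133, 29, 47, 161, 26 and 4. With each ranking permuted independently they were 2488, 2199, 1838, 1406, 1389, 1821, 813 and 354. limma at an adjusted p under 0.05 gave 2464, 2478, 3509, 3500, 2304, 3411, 1151 and 844, and limma on the 2 compared groups only gave 2348, 2289, 3336, 3389, 2037, 3213, 1093 and 747. A minimum log2 change of 1 brought the limma counts to 367, 97, 552, 129, 260, 475, 116 and 6. With the hybridization-control block limma gave 1807, 1843, 496, 212, 1139, 1927, 223 and 85. The stricter pfp and the minimum change call fewer probe sets by construction. Permuting each ranking independently calls more, because that null leaves out that the rankings of a comparison share arrays. The cause of the other changes was not tested. Quantile normalization moved the share of higher calls by less than 10 percentage points.

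With each array left out in turn, the counts ranged from 154 to 501 for A up, 72 to 321 for A down, 87 to 365 for B up, 1 to 100 for B down, 1 to 142 for C up, 95 to 366 for C down, 20 to 75 for ASRA up and 0 to 7 for ASRA down. Fewer arrays give fewer rankings, but the loss also depended on the state of the array left out, and the cause was not tested. The lowest values came without ASYM replicate 2 for A up, SYM replicate 2 for A down, ASYM replicate 3 for B up and ASRA up, p53SYM replicate 2 for B down and SYM replicate 3 for C down. Those of C up and ASRA down came without either p53SYM replicate, where that state is left with 1 array and the count reflects the lost replicate as well. In the simulations with all 8 arrays the test recovered nearly all changed probe sets, each changed by at least 1 on the log2 scale. Smaller changes were not simulated. Of the real A calls, limma also called 367 of the 501 up and 97 of the 321 down with a change of at least 1.

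The labels number the replicates, so limma was also fitted with the replicate block. Deviations from the group means of same-numbered ASYM and SYM arrays correlated by 0.27, 0.029 and 0.381. Those of different-numbered ASYM and SYM arrays correlated by −0.408 to 0.117. Same-numbered ASYM and p53SYM arrays correlated by 0.0093 and −0.225, and SYM and p53SYM arrays by 0.205 and 0.042. Whether the numbers pair the ASYM and SYM arrays stays open, since 0.27 and 0.381 lie above the different-numbered values. With the block, limma called 2731 A up, 2651 A down, 3930 B up, 4411 B down, 2780 C up, 3596 C down, 1470 ASRA up and 964 ASRA down probe sets. Of the 85 ASRA genes, 37 differed between p53SYM and SYM with the block, and it changed the sign of the C change of Ccna2 to 0.026. The C change of Cd14 was called with the block (adjusted p = 0.034, limma). The p53 target list gave a camera p of 4.2e-15, 5.6e-10 and 0.013 in the A, B and C comparisons with the block, and the proliferation list 8.5e-14, 7.3e-07 and 0.077.

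The number of ASRA genes of Table S1 that differed between p53SYM and SYM cultures was 33 to 38 under the other settings on all arrays set in advance. It was 20 with the hybridization-control block and 20 to 37 with each array left out, lowest without p53SYM replicate 2. The p53 target list kept its direction and call in the A and B comparisons under all settings run. In the C comparison it lost its call with an estimated correlation (a camera p of 0.138). Without the genes of Table S1 its median change also reversed (−0.06, a camera p of 0.955). Those genes were chosen for a change on these arrays, so leaving them out of a list can by itself weaken its result. The proliferation list lost its calls with an estimated correlation, with a p of 0.0697 in the A and 0.181 in the B comparison. Its C result, a p of 0.0505, was 0.587 with an estimated correlation and 0.366 without the genes of Table S1. With each array left out, it ranged from 0.0208 without p53SYM replicate 1 to 0.198 without p53SYM replicate 2, and it passed the threshold without ASYM replicate 1 (0.0467), ASYM replicate 2 (0.0308), SYM replicate 2 (0.0429) or SYM replicate 3 (0.0342). An estimated correlation takes the list's own correlation between genes into account, and the cause of the other changes was not tested.

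The share of random sets that separate better than the ASRA signature, 4.43%, was above 5% on linear intensities (6.92%), with the 102 ASRA probe sets called here (6.74%), with random sets above the 25th percentile (7.65%), with sets matched on mean expression (8.58%) and with sets from distinct value profiles (5.2%). It ranged from 1.18% without SYM replicate 1 to 11.74% without p53SYM replicate 2. It stayed under 5% with principal component analysis (2.12%), 1 probe set per gene (4.04%), the gap between groups (2.03%) and another random seed (4.51%). The cause was not tested. The excess of ASRA probe sets in the better sets and the side of the left-out arrays kept their direction and call under all settings run.

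For the 55 named genes, 165 changes were fitted, of which limma called 122. Over 2310 changes under settings set in advance, 2203 kept direction and call, 54 lost the call, 23 gained one and 30 changed sign. Over 165 with the hybridization-control block, 135 kept both, 25 lost the call and 5 changed sign. The 35 changed signs are in 18 changes; none was called by limma with all arrays (lowest adjusted p 0.119) or under the setting. Calls were lost most often for the C changes of H2afz and F11r, in 10 settings each.

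With arrays quantile-normalized again, the signs changed for the C changes of Ccna2 (0.10), Lgr5 (−0.065), Foxs1 (−0.0018), Mt1 (0.199) and 2410016O06Rik (−0.036), the B changes of Ccne1 (−0.029), Lgr5 (0.14) and Mt1 (−0.089), and the A change of Tmem176a (0.050). Centring changed the A change of Lgr5 to −0.0054. With the hybridization-control block, signs changed for Tmem176b in A (0.136), Impdh1 in B (0.015), Egln3 in B (−0.041), Lgr5 in B (0.0094) and Plxdc2 in C (−0.146). With each array left out, the A change ranged from −0.033 to 0.060 for Lgr5, −0.074 to 0.063 for Tmem176a, −0.123 to 0.136 for Tmem176b, −0.168 to 0.115 for Ccne1 and −0.013 to 0.161 for Impdh1. The B change ranged from −0.145 to 0.040 for Lgr5, −0.133 to 0.042 for Impdh1 and −0.0124 to 0.377 for S1pr3. The C change ranged from −0.070 to 0.033 for Ccna2, −0.034 to 0.151 for Lgr5, −0.116 to 0.293 for Foxs1, −0.263 to 0.044 for Mt1 and −0.148 to 0.235 for Tfrc. The cause was not tested.

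Signal over background limits the probe sets near the dim end. The 25th percentile of mean values is 4.30, and means under it include the SYM means of Khdrbs3 (3.76), 4833427G06Rik (3.56), Eda2r (4.02), 3110039M20Rik (4.16), Rftn1 (4.29), Cxcr6 (4.15) and Prkd1 (3.54), the p53SYM means of Khdrbs3 (3.48) and Cxcr6 (3.74), and those of Ndn in ASYM (3.86) and p53SYM cultures (3.65). A change measured from or to such a level is bounded by the background of the array.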

Differences from the paper's values

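The rank product settings with another random seed and with probe sets of the same values counted once are tests that were chosen only after the result was seen.

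The paper's count of genes down-regulated in the B comparison alone (B_down) is 56, and the count here was 85 probe sets. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with probe sets above the 25th percentile (68), 1 probe set per gene (56), control probe sets kept (69) and without ASYM replicates 1, 2 and 3 (64, 53 and 49). It was not within that range with a pfp under 0.01 (22), each ranking permuted independently (983), arrays centred (85, a setting that cannot change the rankings) or quantile-normalized again (102), without SYM replicates 1, 2 and 3 (90, 88 and 88), or without p53SYM replicates 1 and 2 (3 and 1). Nor was it with limma at an adjusted p under 0.05 (2579), with a minimum log2 change of 1 (117), on the 2 compared groups only (2571) or with the replicate block (3355). With 1 probe set per gene, 63 of the 68 probe sets that Table S1 lists as down-regulated in the B comparison are called. The count with this setting equals the paper's. Settings chosen after seeing the values brought it to 73 with another random seed, which drops 0 of the 68 probe sets that Table S1 lists as down-regulated in the B comparison, and to 70 with probe sets of the same values counted once, with or without the control probe sets, where 67 of the 68 probe sets are called. With the hybridization-control block, also chosen after seeing the values, it was 116.

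Table S1 lists 3 probe sets as down-regulated in the A comparison that were not called here, named here after their values were seen. The pfp of 5133400G04Rik is 0.049 in Table S1 and was 0.0509 here. That of Mad2l1 is 0.049 in Table S1 and was 0.0506 here, and that of Slc7a1 is 0.05 in Table S1 and was 0.0508 here. All 3 were called with each ranking permuted independently and, at an adjusted p under 0.05, with limma in each of its fits, namely those on all arrays, with the replicate block, with a trend in its prior, above the 25th percentile, centred, quantile-normalized again, on the 2 compared groups only, with each array left out and with the hybridization-control block. With arrays quantile-normalized again the rank product test called 2 of the 3, and with 1 probe set per gene it called 1. With probe sets of the same values counted once, with or without the control probe sets, a setting chosen after seeing the values, it called 1.

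The paper states that Plxdc2 mRNA was undetectable in both the SYM and the p53SYM state. The detection calls of Plxdc2 for the p53SYM state in Table S1 are marginal on 1 array and absent on the other. The paper also names Plxdc2 a non-ASRA SRPA gene in one place, and in another lists it among the proteins introduced as ASRA proteins and related SRPA proteins. It was called here in the A comparison and not in the B comparison by the rank product test. The mean log2 value of Plxdc2 in p53SYM cultures was 4.55 ± 0.076 (SD, n = 2).

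The paper counts H2A.Z among the ASRA proteins in its discussion and among the A_down genes in its results and in Table S1. H2afz was called here in the A comparison and not in the B comparison by the rank product test, with a pfp of 0.599 in B.

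The legend of Table S1 describes its fold change as ASYM over SYM for the whole table. In the B sections the column matches the difference between ASYM and p53SYM means, to within 0.050 on the log2 scale. The paper speaks of 845 SRPA genes outside the ASRA genes, and the 845 entries of Table S1 are probe sets with 827 distinct gene symbols, of which 16 in the whole table share all 8 values with another entry.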

Other observations

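The tests of Trp53, of left-out arrays, of shared arrays, of other splits of the arrays and of the proliferation list were set in advance, while the tests of chance calls in the A comparison, of the overlap as a share of the B calls, of the further ASRA calls, of the random seed and of other groupings in the between group analysis were chosen only after the result was seen.

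The p53-responsive genes that the paper describes as still induced in the c-IMPDH II lines were higher in p53SYM than in SYM cultures, but less so than in ASYM cultures. For Bax the log2 change was 1.12 in the A comparison and 0.47 between p53SYM and SYM cultures (adjusted p = 0.006 from limma with Benjamini-Hochberg adjustment), with means of 11.13 ± 0.084 (SD, n = 3) in ASYM, 10.01 ± 0.052 (SD, n = 3) in SYM and 10.47 ± 0.078 (SD, n = 2) in p53SYM cultures. This difference between p53SYM and SYM cultures was not called with the hybridization-control block (adjusted p = 0.0751, limma). A hypothesis is that tI-3 cells make less of the p53 transgene mRNA than Ind-8 cells. The Trp53 probe set averaged 5.79 ± 0.095 (SD, n = 3), 5.25 ± 0.041 (SD, n = 3) and 5.64 ± 0.069 (SD, n = 2). The A change of Trp53 was 0.53 (standard error 0.087, adjusted p = 0.0019, limma). Between p53SYM and SYM cultures its change was 0.39 (adjusted p = 0.014, limma), which was not called with the hybridization-control block (adjusted p = 0.101, limma). Its B change was 0.14 (standard error 0.098, adjusted p = 0.282, limma), so a difference between the tI-3 and Ind-8 lines was not detected. The level of the transgene and the state cannot be told apart here, because whether the probes of this probe set read the transgene is not known and its total change is small. The B change has the sign the hypothesis predicts.

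The paper states that IMPDH II expression is also elevated in the p53SYM state with respect to the SYM state. The Impdh2 probe set averaged 12.19 ± 0.033 (SD, n = 3) in ASYM, 12.53 ± 0.022 (SD, n = 3) in SYM and 12.36 ± 0.022 (SD, n = 2) in p53SYM cultures. Its log2 fold change was −0.34 in the A comparison (standard error 0.079, adjusted p = 0.011 from limma with Benjamini-Hochberg adjustment) and −0.17 between p53SYM and SYM cultures (standard error 0.088, adjusted p = 0.18, limma). Whether its probes read the transgene is not known.

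The A comparison called 822 probe sets in both directions together. Among the 10 splits of the 6 arrays into 3 and 3, 1 gave as many calls, the real one, and the next gave 74. A design of 10 splits cannot exclude chance at 5%. In 20 simulations without any difference, in which probe sets vary independently, the A comparison gave at most 47 calls. This argues against chance variation of that kind, while variation that the probe sets of an array share was not simulated. Of 100 splits of the 8 arrays into 3, 3 and 2, drawn from 560, 5 gave as many ASRA calls as the real one, the real one included, so chance cannot be excluded by this count. The other 4 keep all arrays of 1 line together as a group and gave 108 to 203 calls. The highest of the remaining splits gave 56, and the median was 0. That the ASYM arrays shared by both comparisons produce the overlap cannot be told apart from a common change. The simulations without any difference gave at most 7 probe sets called in both comparisons, but they make few calls, and the share of B calls in the overlap was 21.4% in them and 21.9% in the real data.

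Of the 17 ASRA calls beyond Table S1, 13 carry the values of an ASRA probe set of that table, which is consistent with probe sets of the same values being counted more than once. Of the other 4 calls, 0 were made with another random seed, and 0 with arrays quantile-normalized again or above the 25th percentile. With 1 probe set per gene 3 of the 4 were called, and with probe sets of the same values counted once 2 were. With control probe sets kept 1 was called, and with each ranking permuted independently all 4 were. Chance in the permutations of the rank product test at a pfp near the threshold stays open, since only 1 other seed was run.

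Genes of proliferation were compared as a list of 40, of which 38 were found and 8 are in Table S1. In ASYM cultures 36 of the 38 were lower than in SYM cultures, with a median log2 change of −0.51 (a camera p of 9.5e-15), and limma called 30 of them lower at an adjusted p under 0.05, or 32 adjusted over the list alone. With respect to p53SYM cultures 35 were lower, with a median of −0.40 (a camera p of 1.72e-07), and 20 were called, also 20 adjusted over the list alone. The hybridization-control block lowered these to 2 and 8, with a median of −0.40. Between p53SYM and SYM cultures 24 were lower, with a median of −0.03 (a camera p of 0.0505). Under fry the A and B results hold, with p-values of 0.00048 and 0.0033, while an estimated correlation gave 0.0697 and 0.181. The pattern is consistent with fewer cycling cells in the ASYM state, in which the paper describes arrest of 1 of the sister cells. The test was not able to tell fewer cycling cells from lower expression in each cell. Ccna2 averaged 10.39 ± 0.096 (SD, n = 3), 11.10 ± 0.079 (SD, n = 3) and 11.08 ± 0.073 (SD, n = 2), a log2 fold change of −0.71 in the A comparison (adjusted p = 0.00054, limma).

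On the arrays, the fold change from SYM to ASYM was 4.71 for Fst, 4.78 for Robo1, 2.89 for Cxcr6 and 2.80 for Ephb6, the last a linear fold of its A change. The paper's RTPCR values for these genes come from other measurements, which were not analysed here. Of the proteins the paper reports as symmetrically expressed, Gpnmb and Cryab rose by 2.16 and 2.91 on the log2 scale in the A comparison. The B change of Gpnmb was 1.07 (adjusted p = 0.039, limma), and the rank product test did not call it (pfp 0.0786). Its limma call was lost in 8 settings. The adjusted p was 0.106 without ASYM replicate 1, 0.109 without ASYM replicate 2, 0.0533 without SYM replicate 2, 0.0553 without p53SYM replicate 1 and 0.26 without p53SYM replicate 2. It was 0.0567 with arrays quantile-normalized again, 0.0636 on the 2 compared groups only and 0.484 with the hybridization-control block. The B change of Cryab was 1.22 (adjusted p = 0.0047, limma), and it was not called without p53SYM replicate 2 (adjusted p = 0.061, limma) or with the block (adjusted p = 0.349, limma).

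All 10000 random sets separated ASYM from SYM and p53SYM arrays in the between group analysis. One explanation is that the method separates any grouping of 8 arrays. Over 56 groupings of the arrays into 3 and 5, with 200 random sets each, a median of 29% of the random sets separated another grouping, which argues against it. For SYM replicate 3 with the p53SYM arrays, all with high hybridization controls, the share was 99.5%. With SYM replicate 1 or 2 in its place it was 43.5% and 32%. Random sets gave a median t statistic as large as the real grouping's, 7.87, for 1 other grouping, the SYM arrays against the rest (10.36). With the 85 ASRA probe sets the real grouping had the largest t statistic, and the next was 4.42. Selection of the genes on the same arrays is argued against as the whole cause of the separation, since all 8 left-out arrays fell on their own side when the genes were selected without them. Each state is 1 cloned line, so these tests speak of separating the lines.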
